# Systemic Influences of Mammary Cancer on Monocytes in Mice

**DOI:** 10.3390/cancers14030833

**Published:** 2022-02-07

**Authors:** Amy Robinson, Matthew Burgess, Sheila Webb, Pieter A. Louwe, Zhengyu Ouyang, Dylan Skola, Claudia Z. Han, Nizar N. Batada, Víctor González-Huici, Luca Cassetta, Chris K. Glass, Stephen J. Jenkins, Jeffery W. Pollard

**Keywords:** breast cancer, monocytes, mouse, human, myeloid

## Abstract

**Simple Summary:**

Using a mouse model of breast cancer driven by the mammary epithelial expression of the polyoma middle T oncoprotein in which the tumors progress from benign to malignant metastatic stages, we show that cancer causes an increase in circulating monocytes and a splenomegaly. This increase in monocyte number is due to their increased proliferation in the bone marrow and not turnover rates in the blood. Single cell sequencing also shows that new populations of monocytes do not arise during cancer. Cancer also drives systemic changes in the monocyte transcriptome, with a notable down-regulation of interferon signaling. These systemic influences start in the bone marrow but intensify in the blood. Comparison of cancer prone and cancer resistant mouse inbred strains carrying the same oncogene reveals that the genetic background of the strain causes different monocyte transcriptional changes. Similarly, a comparison of the mouse transcriptome to human breast cancer monocyte profiles indicates limited similarities, to the extent that interferon signaling is enhanced in humans. Systemic responses are different in the same model of cancer on different genetic backgrounds within a species and even greater changes are found across species. These data suggest that at the very least this mouse model will be limited when it comes to exploring the mechanism behind systemic changes in humans.

**Abstract:**

There is a growing body of evidence that cancer causes systemic changes. These influences are most evident in the bone marrow and the blood, particularly in the myeloid compartment. Here, we show that there is an increase in the number of bone marrow, circulating and splenic monocytes by using mouse models of breast cancer caused by the mammary epithelial expression of the polyoma middle T antigen. Cancer does not affect ratios of classical to non-classical populations of monocytes in the circulation nor does it affect their half-lives. Single cell RNA sequencing also indicates that cancer does not induce any new monocyte populations. Cancer does not change the monocytic progenitor number in the bone marrow, but the proliferation rate of monocytes is higher, thus providing an explanation for the expansion of the circulating numbers. Deep RNA sequencing of these monocytic populations reveals that cancer causes changes in the classical monocyte compartment, with changes evident in bone marrow monocytes and even more so in the blood, suggesting influences in both compartments, with the down-regulation of interferon type 1 signaling and antigen presentation being the most prominent of these. Consistent with this analysis, down-regulated genes are enriched with STAT1/STAT2 binding sites in their promoter, which are transcription factors required for type 1 interferon signaling. However, these transcriptome changes in mice did not replicate those found in patients with breast cancer. Consequently, this mouse model of breast cancer may be insufficient to study the systemic influences of human cancer.

## 1. Introduction

Monocytes are key players in the innate immune system, surveying the vasculature in the steady state or being recruited to normal tissues and to sites of infection or tissue damage where they terminally differentiate into macrophages and dendritic cells [1]. The current consensus is that blood monocytes largely derive from hematopoietic stems cells (HSC) in the bone marrow (BM). These progenitors differentiate through several steps to give the restricted erythro-myeloid progenitors that are present in the more abundant Lin^−^Sca-1^−^c-Kit^hi^ (LK) population that in turn can be further sub-divided into the restricted Granulocyte/monocyte (GMP) progenitor. This bi-potent progenitor then differentiates to a macrophage dendritic cell progenitor (MDP) and, subsequently, the unipotent monocyte progenitor (cMoP) [2]. However, recent evidence suggests there may be alternative pathways directly from the GMP or even directly from HSCs [3,4]. Newly formed pre-monocytes proliferate within the BM [5] before being released into the peripheral circulation in a CCR2-dependent fashion [6]. In mice and humans, there are two dominant blood populations, the classical (Ly6C^hi^ CCR2^hi^ and CD14^hi^ CCR2^hi^ CD16^−^ respectively) and non-classical populations (Ly6C^lo^ CCR2^−^ and CD16^hi^ CCR2^−^ CD14^dim^ respectively) [7,8], with an intermediate population with mixed markers (Ly6C^mid^ and CD14^hi^CD16^hi^ respectively) [9,10]. Studies determining half-lives through pulse labelling DNA synthesis with nucleotide analogues indicate that classical population gives rise to the non-classical population through this intermediate population in both mice and humans [11,12]. However, the ratio of monocytes in steady state conditions is different in mice and humans, with the former having almost equal numbers of the two populations and the classical subset predominating in the latter.

The frequency, activity, and fate of monocyte populations have been linked to many diseases, including autoimmunity, chronic inflammation, cardiovascular diseases, and cancer [13,14,15,16,17,18]. In cancer, classical monocytes are in many cases the source of tumor associated macrophages [19,20,21] and metastasis associated macrophages [22,23] that can promote primary tumor progression and metastases through a number of different mechanisms [14,24,25,26]. However, in some cases, such as in models of pancreatic cancer and glioblastoma, there can also be significant recruitment from yolk sac derived tissue resident macrophages [27,28]. The idea that intrinsic tumor features drive the tumor microenvironment landscape [29] has been reinforced by comparisons of the specific tumor types within a tissue, for example, by comparing metastatic brain tumors and primary brain tumors [28]. In mouse models of breast cancer, the origin of tumor and metastasis associated macrophages can be found in circulating monocytes [19,21] that are recruited via CCL2 synthesized at least in part by tumor cells [19,23].

There is also growing evidence that cancer has systemic influences on monocytes. For example, primary tumors exert systemic influences to generate the so-called pre-metastatic niche that enhances metastatic cell seeding at these distant sites [30,31,32]. The formation of this niche appears in part through effects in the BM and the subsequent mobilization of cells and their recruitment to tissue specific sites. These cells have been referred to as “immature” myeloid cells that are probably monocytes and their immediate post-differentiation stages that enhance metastatic cell trophism and seeding [32,33,34,35]. Several factors have been shown to be responsible for the formation of pre-metastatic niches, including fragments of extracellular matrix (ECM), various ECM modifying enzymes such as LOX1, growth factors such as VEGFA and tumor derived exosomes [30,32].

In several different human cancers, the ratio of classical to non-classical monocytes is also altered. For example, recent studies have shown dramatic increases in the non-classical to classical monocyte ratio in breast and endometrial cancer [36], and this increase of non-classical monocytes is negatively associated with tumor size and pathological stage in breast cancer [37]. In addition, monocytes isolated from patients with cancer have been shown to be transcriptionally altered [36,38,39]. These transcriptional alterations are profound enough to drive gene expression signatures that predict the presence of cancer [13,39]. However, whether similar changes occur in mouse models is unknown.

The PyMT transgenic mouse model (PyMT), in which the polyomavirus middle T protein is expressed under the control of the mouse mammary tumor virus promoter, whose expression is restricted to the mammary gland epithelium, is a well characterized model for studying ductal breast cancer. In this model, multifocal tumors develop spontaneously in the mammary glands and evolve in a manner that reflects stages of human ductal cancer [40,41]. Hence, this model has been used to study immunological perturbations that accompany mammary cancer progression. In this model, tumor progression leads to the dramatic expansion of circulating Gr1^+^ myeloid cells (mostly neutrophils) [42]. Focusing predominantly on neutrophils, Casbon et al. demonstrated an increase in the production of neutrophils within the BM and an expansion of monocytes within the spleen [42]. However, the use of the traditional anti-Gr1 antibody that detects both Ly6C and Ly6G antigens and thus both neutrophils (Ly6G^+^) and classical monocytes means that specific cell populations were not always assessed in this study. Nevertheless, these findings, combined with the findings in humans that circulating monocytes have altered population dynamics and distinct transcriptional signatures in cancer when compared to healthy controls, suggests important functions for monocytes that may be best interrogated in mouse models given the availability of genetic analysis in this species. Hence, we aimed to investigate the effect of tumor progression on the production, turnover, transcriptional signature, and composition of the monocyte compartment in the PyMT model.

## 2. Materials and Methods

### 2.1. Mice

Male B6Tg(MMTV-PyMT)^634Mul^/^Lellj^, a kind gift from Dr. Sandra J. Gendler (Mayo Clinic, AZ, USA), were bred with female WT or PyMT^−/−^ C57BL/6JCrl mice obtained from within the in-house existing colony. 8-week-old C57BL/6JCrl mice were purchased from Charles River Laboratories and used as as controls. FVBg(MMTV-PyMT)^634Mul^ were originally obtained from Dr William Muller and maintained in a colony in-house. Animals were housed and bred under standard conditions of care. All procedures involving mice were conducted in accordance with Arrive guidelines with licensed permission under the UK Animal Scientific Procedures Act (1986) and associated guidelines.

### 2.2. Flow Cytometry and Cell Sorting

Blood was collected by intra-venous (IV) bleed or cardiac puncture into a syringe containing 0.5 M EDTA (Fisher Scientific, Loughborough, Leicestershire, UK). Single-cell suspensions were prepared using red blood cell lysis buffer (Biolegend, Loughborough, Leicestershire, UK) for blood and red blood cell lysis buffer for BM (MERCK) and then via filtering with a 70µ filter. Spleens were Dounce homogenized and mononuclear cells obtained using LymphoprepTM (Stem Cell Technologies, San Diego, CA, USA). Single cell suspensions were blocked with CD16/32 (93) and stained with the following antibodies: MHCII (M5/114.15.2), CD45.2 (93), TREMl4 (16e5), CD11b (M1/70), CD115 (Afs98), CD3 (17A2), CD19 (6d5), Siglec-F (E50–2440), NK1.1 (PK136), Ly6C (hk1.4), Ly6G (1a8), CD11c (N418), CD135 (A2F10.1), Sca1 (D7), CD117 (2b8), CD127 (A7R34), TER119 (ter-119), and Streptavadin (BioLegend, Waterbeach, Cambridge, UK). The cells were resuspended with DAPI or propidium iodide (PI) solution (eBioscience, subsidiary of Fisher Scientific, Loughborough, Leicestershire, UK) and analyzed with a 6-Laser Fortessa cytometer (BD Biosciences, Wokingham, Berkshire, UK). For accurate cell number quantification, 123count eBeads™ Counting Beads (Thermo Fisher Scientifc, Cat No 01-1234-42) were used. The cells were sorted using FACS Aria Fusion (BD Biosciences). The flow cytometry data were analyzed using FlowJo (Three Star, Ashland OR).

For analysis, blood monocytes were defined as lineage^−^ (CD3, CD19, NK1.1), CD11b^+^, CD115^high^ and then assessed using both Ly6C and Treml4 to separate out Ly6C^high^ (Ly6C^high^/Treml4^−^), Ly6C^low^ (Ly6C^low^/TREML4^high^), and Ly6C^int^ populations (Supplementary Figure S1). Blood neutrophils were defined as lineage^−^, CD11b^+^, CD115^low^, and Ly6G^+^ (Supplementary Figure S1). BM monocytes were defined as lineage^−^ (CD3, CD19, NK1.1, Ter119, Ly6G), CD11b^+^, CD115^high^, and then assessed as Ly6C^high^ or Ly6C^low^ based on Ly6C expression alone (Supplementary Figure S2). BM neutrophils were identified as Lineage^+^ CD11b^+^ cells.

For analysis and sorting of BM Ly6C^high^ monocytes, Macrophage Dendritic Progenitor cells (MDPs) and Common Myeloid Progenitors (cMoPs), live, CD115^high^ cells were selected as lineage^−^ (CD3, CD19, NK1.1, Ter119) and Ly6G^−^. Sca1^−^, CD127^−^ (IL7rα-) cells were gated into three populations based on CD117 (cKit) and CD135 (Flt3) expression, and each of these populations were assessed for Ly6C and CD11b expression: CD117^low^, CD135^−^, Ly6C^high^, CD11b^+^ monocytes, CD117^high^, CD135^−^, Ly6C^high^, CD11b^−^ cMoPs, CD117^high^, CD135^+^, Ly6C^−^, and CD11b^−^ MDPs (Supplementary Figure S3). The sorted MDPs and cMoPs were cultured and picked, and cells were Giemsa stained to validate identity.

For the sorting of Lin^−^ Sca1^−^ c-Kit^+^ (LK), live cells were selected as lineage^−^ (CD3, CD19, NK1.1, Ter119) and Ly6G^−^. LK cells were gated as Ly6C^−^, CD11b^−^, CD117^+^, and Sca1^−^ (Supplementary Figure S4). The observation of all types of colonies in CFU assays from these cells confirmed their multipotency, particularly the presence of red tinged BFU-E colonies (data not shown).

For the analysis of primitive BM progenitors, myeloid progenitors were defined as lineage^−^ (CD3, CD19, NK1.1, CD11b, Ly6G, Ly6C, Ter119) and CD127^−^ and then divided into LK and LSK as CD117^high^, and Sca1^−^ and Sca1^+^ respectively. The LSK population was divided into CD135^+^ multipotent progenitors (Flt3^+^ MPPs) and CD135^−^ hematopoietic stem progenitor cells (HSPCs). All CD135^−^ cells were then divided into CD48^+^ cells, representative of the CD135^−^ MPPs (Flt3^−^ MPPs), and CD48^−^ and CD150^+^ hematopoietic stem cells (HSCs). The LK population was divided into megakaryocyte-erythrocyte progenitors (MEPs) (CD34^−^, CD16/32), CMPs (CD34^+^, CD16/32^−^), and GMPs (CD34^+^, CD16/32) (Supplementary Figure S5).

For the spleen, following the selection of live single cell populations, lineage^−^ (CD3, CD19, NK1.1, Ter119, Ly6G) and CD115^high^ cells were gated and then divided according to expression of CD135 and CD117, with the monocytes defined as double negative and MDPs as double positive. Monocytes were gated as CD11b^+^, Ly6C^high^ and MDPs as CD11b^−^, Ly6C^−^ (Supplementary Figure S6).

### 2.3. CFU Assays

Progenitor cells were sorted into 1.5 mL Eppendorf tubes containing Iscove’s modified Dulbecco’s medium (IMDM) medium, and cells were regained by centrifugation at 400× *g_av_* and re-suspended in IMDM medium at a concentration of 600 cells/300 µL for MDPs or 800 cells/300 µL for LK cells. 300 µL of cell suspension was added to 3 mL aliquots of MethocultTM M3534 (STEMCELL Technologies, Waterbeach, Cambridge, UK,) in Falcon™ Round-Bottom Polystyrene Tubes (Falcon, Seaton Delaval, Tyne and Wear, UK), vortexed and plated in 35 mm petri dishes with duplicates for each sample. Plates were incubated at 37 °C 5% *v*/*v* CO_2_ ≥ 95% humidity in a 15 cm dish with an additional petri containing Dulbecco’s PBS (DPBS). Colonies were counted at 12–14 days. For morphology, colonies were picked and cytospun (Shandon Cytospin II) and then stained with rapid Romanowsky stain solutions A, B, C, (TCS Biosciences Ltd., Botolph Claydon, Buckingham, UK).

### 2.4. Determination of Cells in DNA Synthesis

Mice were injected intraperitoneally with 100 mL BrdU in DPBS (10 mg/mL; Sigma Aldrich, subsidiary of Merck Life Science UK Limited, Gillingham, Dorset, UK). Single cell suspensions were prepared and incubated with primary antibodies as specified. Live/dead stain was applied (Zombie Aqua^TM^ Fixable Viability Kit Biolegend, Fixable Viability Dye eFluor™ 780 eBioscience). Cells were fixed and washed with FoxP3-staining-buffer-set (eBioscience) and then incubated with DNase at 37 °C for 30 min (1 mg/mL in D-PBS, Sigma Aldrich, DNase-solution 30 mL DNase-stock + 960 mL D-PBS + 10 mL MgCl_2_). Cells were washed and stained with anti-BrdU-antibody (Alexa Fluor^®^ 488 anti-BrdU Antibody, EBioScience) for 30 min at RT. For each group and in all experiments, background BrdU levels were set using a non-DNase treated control. Representative staining and gates are shown in Supplementary Figure S7A–C.

### 2.5. RNA-Seq of Monocytes

For scRNAseq, the total population of monocytes (defined as lineage^−^ (CD3, CD19, NK1.1, CD11b^+^, CD115^high^) were sorted into low binding, conical 96 well non-skirted plates (Sigma) containing 2 µL of lysis buffer (1.9 mL of 0.2% *v*/*v* Triton-X l00 *v*/*v* + 0.1 mL of RNasin Plus RNase inhibitor (10,000 U/mL, Promega)). Smart-seq2 protocol was performed as described in Picelli et al. [43]. Libraries were pooled in a 1:1 ratio and sequenced on one lane of an Illumina HiSeq2500. Raw reads were aligned onto mouse mm10 assembly with BWA. Only uniquely aligned reads were retained and quantified using htseq [44]. Reads were normalized using RSEM [45]. Clustering and differential gene expression analysis was done using Seurat package in R [46].

For deep RNA sequencing, monocytes were sorted as detailed above and RNA was isolated using 475 µL TRIzol™ LS Reagent (Sigma Aldrich, subsidiary of Merck Life Science UK Limited, Gillingham, Dorset, UK). Poly A enriched mRNA was fragmented in 2x Superscript III first-strand buffer with 10 mM DTT (Invitrogen, Carlsbad, CA 92008, USA) via incubation at 94 °C for 10 min and then immediately chilled on ice. Samples of 10 μL of fragmented mRNA, 0.5 μL of random primer (Invitrogen), 0.5 μL of Oligo dT primer (Invitrogen), 0.5 μL of SUPERase-In (Ambion), 1 μL of dNTPs (10 mM), and 1 μL of DTT (10 mM) were heated at 50 °C for one minute. At the end of incubation, 6 μL of water, 1 μL of DTT (100 mM), 0.1 μL actinomycin D (2 μg/μL), and 0.5 μL of Superscript III (Invitrogen) were added and incubated in a PCR machine using the following conditions: 25 °C for 10 min, 50 °C for 50 min, and a 4 °C hold. The product was then purified with Agentcourt RNAClean XP beads (Beckman Coulter) according to the manufacturer’s instruction and eluted with 10 μL nuclease-free water. The RNA/cDNA double-stranded hybrid was added to 1.5 μL of blue buffer (Enzymatics), 1.1 μL of dUTP mix (10 mM dATP, dCTP, dGTP, and 20 mM dUTP), 0.2 μL of RNase H (5 U/μL), 1.2 μL of water, and 1 μL of DNA polymerase I (Enzymatics). The mixture was incubated at 16 °C for 2 h. The purified dsDNA underwent end repair using blunting, A-tailing, and adaptor ligation barcoded adapters (NextFlex, Bio Scientific). Libraries were PCR-amplified for 9–14 cycles, size selected by gel extraction, quantified using a Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and sequenced on a NextSeq 500.

Data was mapped to custom genomes using STAR [47] with default parameters. All samples were assessed for quality using the FastQC (Babraham Bioinformatics, 2010) package with MutliQC [48]. Unique mapping rates and read depths were checked with a cut-off of 90% minimum uniquely mapped reads and >20 × 10^6^ total read depths unless otherwise specified. Additionally, correlation between samples and clonality were checked across all samples, and all samples were visually inspected on the UCSC genome browser. Adapters were trimmed and counts were generated using HOMER, available at http://homer.ucsd.edu/homer, accessed 27 June 2019. Differential gene expression (DGE) was assessed with the DESeq2 package with the false discovery rate < −0.05 and betaPrior = TRUE. Data visualization was undertaken in R studio. For average expression and log fold change (LFC) visualization, LFC shrinkage using the alpegm method was used. Pathway analysis was undertaken using Metascape [49] (http://metascape.org/gp/index.html, accessed 27 June 2019). To convert mouse genes to human orthologues the R package g:Orth [50] was used with the following command line: orth=gorth(rownames(mousedf), source_organism = “mmusculus”, target_organism = “hsapiens”, region_query = F, numeric_ns = ““, mthreshold = 1, filter_na = T, df = T). As there were multiple orthologue matches, the genes with the highest variance were selected.

### 2.6. Motif Enrichment Analysis

Motif enrichment analysis was performed on HOMER findMotifsGenome.pl with parameters “-size 200-mask” to identify de novo motifs and their matched known motifs [51]. Motif analysis was performed using the promoter sequences (−500 to +50 bp from the transcriptional start site) of the identified 393 down-regulated genes of Ly6cHi cells and the 108 down-regulated genes of Ly6cHi cells from the bone marrow. The background sequences were the default GC-matched random genomic background.

### 2.7. Data Access

Single Cell datasets are deposited in GEO: P02E01-GSE183838, P02E02-GSE184870, DEG in Supplemental excel files S1–S4.

### 2.8. Statistical Analysis

All quantitative analyses were based on at least three sample replicates. Data are presented as means ± SD using GraphPad Prism. Independent-sample student *t* test were performed (SPSS). NS, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## 3. Results

### 3.1. Tumor Bearing MMTV-PyMT Mice Show Increased Numbers of Monocytes

The effects of cancer on monocytes and neutrophils were determined in the blood, BM, and spleen using the polyoma middle T mouse model of breast cancer on a BL6 genetic background. The diagnostic flow cytometry panels defined in the materials and methods were used together with counting beads to calculate the frequency of specific cell populations in the blood (Figure 1A,B). To perform this study, control and cancer bearing mice were bled bi-weekly from 8 weeks of age until the age that the tumors were 24 mm diameter corresponding to the end stage according to our approved animal protocol. As tumor onset is sporadic on the BL6 background, we grouped the tumor bearing mice into those that had early and late stage carcinomas as defined histologically [40]. There was a 1.4-fold increase in the total cellularity of the blood in mice with tumors (Figure 1C). This expansion was limited to the CD11b^+^ fraction, with no expansion in other circulating CD11b^−^ cells, such as T or B cells (Figure 1A,C). Using CD115 and Ly6G expression to distinguish monocytes (CD115^high^) from neutrophils (Ly6G^+^), we found that both monocytes and neutrophils increased in numbers even in control mice with age, but this effect was greater in late cancers and accounted for most if not all of the expansion of CD11b^+^ cells (Figure 1D,E). However, the expansion of monocytes was more modest than observed for neutrophils (2.1 and 3.6-fold, respectively) and was restricted to mice bearing late-stage tumors, while the increase in neutrophils was significant even in early cancers (Figure 1E,F). Notably, the distribution of monocytic populations was unaltered, with equivalent percentages of Ly6C^high^, Ly6C^int^, and Ly6C^low^ monocytes in age-matched non-tumor control and tumor-bearing mice (Figure 1G). Consistent with this unchanged ratio, there was an increase in the total number of each monocytic population, with the increase in the classical population being the highest (Supplementary Figure S1B). Analysis of the BM from femurs also showed an expansion in monocytes and neutrophils (Figure 1H), suggesting that cancer affects myelopoiesis in this tissue and that this might contribute to blood monocytosis and neutrophilia.

### 3.2. Tumor-Bearing Mice Exhibit Elevated Proliferation of BM Monocytes

The purpose of this study was to study monocyte biology, as neutrophil biology had been studied in detail before [42]. Thus, to examine the underlying cause of cancer-related BM and blood monocytosis, the frequency and differentiation potential of monocyte progenitors in the BM was assessed. In the B6 PyMT model, there was no increase in the frequency of either MDPs or cMoPs in the BM of tumor-bearing mice. Furthermore, there was no change in the MDP upstream progenitor defined by lin^−^, cKit^+^, Sca1^−^ cells (LK) (Figure 2A). To support this conclusion, there was no difference in the ratio of colonies formed when LK cells were cultured in vitro in standard colony forming unit assays (Figure 2B), nor any increase in the potential of LK, MDPs or cMoPs from mice bearing tumors to form colonies in this assay (Figure 2C). These data suggest that both the fate potential and proliferative capacity of monocyte progenitors in the BM remain unaltered in tumor-bearing mice.

To determine if the proliferation of these progenitors in vivo was altered by presence of cancer, we identified cells in S-phase by intraperitoneal injection of the thymidine analogue, BrdU, and analyzing nuclear incorporation after 1 h. Supporting the CFU assays, there was no difference in the incorporation of BrdU between cancer and control in the Lin^−^, Sca1^+^, c-Kit^+^ (LSK), LK, GMPs, MDPs or the cMoPs (Figure 2D). Monocytes can also proliferate in the BM in normal and cancer bearing mice [11,19] and therefore their frequency in S-phase in vivo was also measured in the same 1 hr BrdU pulse experiment. Strikingly, mice bearing late-stage tumors exhibited significantly greater proliferation of BM monocytes, while proliferation of BM neutrophils and CD11b^−^ cells was equivalent to that found in control animals (Figure 2E).

The increased blood monocyte population in the blood could be due to either this increased proliferation in the BM and/or to their proliferation, survival and clearance once they have entered the blood. To determine the latter, pulse-labelling with BrdU was used in mice with late-stage tumors or age-matched controls to determine the half-life of blood monocytes over a 10-day period as described by [11]. No BrdU^+^ monocytes were detected in the blood at 1 h post-BrdU pulse confirming that proliferation of blood monocytes neither occurs in control nor cancer-bearing mice (Figure 2F). Peak labelling with BrdU occurred at 24, 72, and 96 hrs for Ly6C^high^, Ly6C^int^ and Ly6C^low^ monocytes respectively (Figure 2F), consistent with previous estimates of the sequential differentiations and different half-lives of these populations [11]. However, at no timepoint was there a difference in the level of BrdU^+^ cells apparent in the monocyte subsets from control and cancer-bearing mice (Figure 2F). Together these findings strongly suggest that the increase in blood monocytes found in tumor-bearing mice arises from elevated proliferation of Ly6C^high^ monocytes in the BM while the survival, half-life and differentiation of these cells subsequently remains unaltered following their entry into the blood.

The spleen contains a significant reservoir of Ly6C^high^ monocytes during homeostasis [52] but may also be a site of significant extramedullary monopoiesis under conditions of stress [53,54]. Notably, mice with late-stage cancer exhibited splenomegaly (Figure 3A). While there was an increase in the number of mononuclear cells (MCs) in tumor bearing mice versus age-matched controls (T cells, B cells and Monocytes isolate from gradient separation) (Figure 3B), the density of mononuclear cells per gram of spleen was equivalent in age-matched controls versus tumor bearing mice (Figure 3C). However, splenic Ly6C^high^ monocytes formed a greater proportion of live cells and their estimated frequency was also significantly increased in tumor bearing versus age-matched controls (Figure 3D,E). To determine if monopoiesis in the spleen contributes towards the increase in circulating monocytes observed, we looked for evidence of splenic MDPs by flow cytometry and local proliferation of monocytes at 1 h post BrdU injection. However, the frequency of splenic Ly6C^high^ monocytes that incorporated BrdU was low (1–2% BrdU^+^) in both control and tumor-bearing mice, despite proliferation of other mononuclear cells (Figure 3F), and splenic MDPs could not be detected in control mice or tumor bearing mice (data not shown). These data suggest recruitment to or retention within the spleen from the blood is the predominant cause of the elevated monocyte count.

### 3.3. Monocytes from the Blood of Mice with Tumors Are Transcriptionally Altered

Having observed a difference in the proliferation of BM monocytes in tumor-bearing mice, we then examined whether cancer led to a transcriptional shift in the monocytes. 

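Single monocytes were sorted from the blood of PyMT mice with late-stage mammary tumors and of age-matched C57BL/6JCrl control mice. They were live CD45+ CD11b+ CD115+ cells without CD3, CD19 or NK1.1, the surface markers of T cells, B cells and NK cells, and 1 cell was placed in each well of 96-well plates. Libraries were made with Smart-seq2, which reads whole transcripts and carries no molecular identifiers, so reads of 1 gene in 1 cell are not independent molecules. The deposited values are whole-number read counts for 30811 genes in 382 cells, 190 of them from control mice, from uniquely aligned reads on mm10. The labels do not name the mouse that a cell came from, so the cells of each condition were taken as 1 sample, and differences between conditions are given as values without a test. Cells with at least 500 detected genes and 10000 counts were kept, which dropped 8 control cells and 11 cells from tumor-bearing mice and left 363 cells. Kept control cells held 10071 to 2770869 counts, with a median of 34433, and kept cells from tumor-bearing mice held 10286 to 168755 counts, with a median of 36826. The median number of detected genes was 2689.5 in control cells and 2566 in cells from tumor-bearing mice. Rn45s, the precursor of ribosomal RNA, took a median of 10.5% of the counts of a kept cell, and the table holds no mitochondrial genes. In control mice, 4 very deep cells with over 1000000 counts each held 44.8% of all counts, so levels are given in counts scaled to a total of 1000000 (CPM), from the summed counts of all cells and also as the mean over cells, which weights cells equally. Cells were clustered in Seurat on 2000 variable genes and 10 principal components at a Louvain resolution of 0.5. Shares of cells with a read were repeated after each cell was thinned to 13261 reads, which left out 6 control cells and 13 cells from tumor-bearing mice. Intervals are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for summed counts, and cover counting error only. Because 1 cell was sorted per well, no doublet caller was run.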

First, to establish if there were transcriptionally distinct subpopulations of monocytes that differed in tumor-bearing mice, single cell sequencing was performed using SMARTseq on the total monocyte population, as described in the Materials and Methods section. Plotting the data using a uniform manifold approximation and projection (UMAP) identified two major populations and one minor one (Figure 4(Ai)) and indicated that there were no new populations of monocytes occurring in response to cancer (Figure 4(Aii)). 

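The 363 kept cells formed 2 clusters, and each held control cells and cells from tumor-bearing mice in about equal numbers. The classical-like cluster was led by F13a1, the A chain of coagulation factor XIII, Fn1, which encodes fibronectin, and Sell, the adhesion receptor L-selectin. The non-classical-like cluster was led by Cd300e, an activating myeloid receptor, Eno3, an enolase of glycolysis, Dusp16, a phosphatase of MAP kinases, and Fcgr4, a receptor for IgG. Classical-like cells were 83 of the control cells (45.6%, 38.2–53.1) and 86 of the cells from tumor-bearing mice (47.5%, 40.1–55.1). Non-classical-like cells were 99 of the control cells (54.4%, 46.9–61.8) and 95 of the cells from tumor-bearing mice (52.5%, 44.9–59.9). Among cells numbered 1 to 96 the classical-like share was 40.0% in control and 44.3% in tumor-bearing mice, and among cells numbered above 96 it was 51.1% and 50.5%. Tumor-bearing mice gave 50.9% (43.1–58.6) of the classical-like cluster and 49.0% (41.7–56.2) of the non-classical-like cluster. The clustering places every cell in a group, so it sets no limit on the share of a rare population, and with 10 neighbours 9 of the 363 cells formed another group, 8 of them from tumor-bearing mice. At a resolution of 1.2 the classical-like groups held 30 and 52 control cells and 65 and 21 cells from tumor-bearing mice. The non-classical-like groups then held 46 and 54 control cells and 57 and 38 cells from tumor-bearing mice. Both settings were chosen after the data were seen. The same 363 cells took the same class when Ly6c2, Ccr2, Treml4 and Nr4a1 were left out of the clustering.
Markers of other cell types were then counted, with at least 3 genes of a list read in a cell as the criterion. No cell met it for B cells, T cells, NK cells, neutrophils, basophils and mast cells, epithelial cells or SatM monocytes in either condition, and a share of 0 of 363 cells has an upper limit of 1.01%. Macrophage markers met it in 1 cell from tumor-bearing mice and progenitor markers in 1 control cell. Dendritic cell markers met it in 10.5% (6.44–15.9) of cells from tumor-bearing mice and 6.04% (3.06–10.6) of control cells, and Batf3, a transcription factor of dendritic cells, was read in 22.1% and 9.34% of cells. Other members of that list went both ways. Clec10a was read in 13.3% and 9.89% and Cd209a in 5.52% and 0.549%, but Flt3 in 9.39% and 16.5% and Bst2 in 49.7% and 49.5%. Platelet markers met it in 4.97% (2.30–9.23) of cells from tumor-bearing mice and 9.89% (5.97–15.2) of control cells, and Pf4, a platelet chemokine, was read in 16.0% and 23.6%. Erythroid markers met it in 1 cell from tumor-bearing mice and 6 control cells. Markers of myeloid-derived suppressor cells met it in 30.4% (23.8–37.6) of cells from tumor-bearing mice and 39.0% (31.9–46.5) of control cells, and Wfdc17, a whey acidic protein family member of that list, was read in 52.5% and 56.0%. At 13261 reads per cell these shares, in the same order, were 6.55% and 4.55% for dendritic cells, 4.76% and 7.39% for platelets and 22.0% and 34.7% for suppressor cells. Several list members are also read in most monocytes, among them Csf3r, the G-CSF receptor of the neutrophil list, in 75.1% of cells from tumor-bearing mice and 73.6% of control cells, and Adgre1, the F4/80 antigen of the macrophage list, in 51.9% and 66.5%. Msr1, a scavenger receptor of the SatM list, was read in 44.2% and 31.3%, Kit, a receptor of the progenitor list, in 64.1% and 62.1%, Cd79b of the B cell list in 12.2% and 7.14%, and Cd14, a co-receptor for lipopolysaccharide, in 10.5% and 20.3%. At 13261 reads per cell, any gene of the progenitor list was read in 29.8% and 38.6%, so the shares with Kit were then no higher. The sort for CD115 and against lymphocyte markers sets which of these cells could be seen. From the UMAP of the cells by condition, and in its discussion also from flow cytometry, the paper reasons that cancer gave rise to no new population of monocytes.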

Marker analysis showed the two major populations corresponded to classical (Ly6C^+^, CCR2^+^) and non-classical monocyte (Treml4^+^, NR4A1^+^) populations, respectively (Figure 4(Aiii)). 

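Ly6c2 and Ccr2 were read in nearly all classical-like cells, and Treml4 and Nr4a1 in nearly all non-classical-like cells, in both conditions. The mean level of Ly6c2, which encodes the surface antigen Ly6C, was 129.4-fold higher in classical-like cells in control mice and 18.9-fold higher in tumor-bearing mice, and that of Ccr2, the receptor that brings monocytes out of the bone marrow, was 19.4-fold and 13.7-fold higher. Treml4, a receptor of the TREM family, was 6.57-fold and 16.6-fold higher in non-classical-like cells, and Nr4a1, the nuclear receptor that non-classical monocytes need to develop, was 3.56-fold and 5.14-fold higher. Ly6c2 lies on chromosome 15 of mm10 from 75108158 to 75111970 on the minus strand, and its reads may be shared with its paralog Ly6c1. It was read in 98.8% (93.5–100.0) of classical-like control cells and 98.8% (93.7–100.0) of those from tumor-bearing mice, at means of 1953.6 ± 1577.2 and 2121.7 ± 1773.4 CPM (SD over cells). In non-classical-like cells it was read in 6.06% (2.26–12.7) of control cells and 14.7% (8.30–23.5) of those from tumor-bearing mice. Ccr2, on chromosome 9 from 124101950 to 124113557, was read in 98.8% of classical-like control cells and 95.3% of those from tumor-bearing mice, against 12.1% (6.42–20.2) and 29.5% (20.6–39.7) of non-classical-like cells. Treml4, on chromosome 17 from 48264295 to 48275360, was read in 96.0% of non-classical-like control cells and 95.8% of those from tumor-bearing mice, at means of 1120.5 ± 816.1 and 1166.3 ± 809.9 CPM. In classical-like cells Treml4 was read in 32.5% (22.6–43.7) of control cells and 18.6% (11.0–28.4) of those from tumor-bearing mice. Nr4a1, on chromosome 15 from 101254269 to 101274795, was read in 100.0% of non-classical-like control cells and 97.9% of those from tumor-bearing mice. Its share of classical-like cells was 81.9% (72.0–89.5) in control mice and 58.1% (47.0–68.7) in tumor-bearing mice, at means of 498.7 ± 521.8 and 259.8 ± 445.9 CPM. This last difference was larger among cells numbered 1 to 96 clustered alone, at 77.1% and 43.9%, than among those numbered above 96, at 85.1% and 70.8%. At 13261 reads per cell, with both conditions together, Ly6c2 was read in 95.7% of classical-like and 8.89% of non-classical-like cells and Treml4 in 23.2% and 93.9%. With counts and genes per cell regressed out before clustering, Ly6c2 was read in 26.1% of non-classical-like control cells and 24.5% of those from tumor-bearing mice.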

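No cluster stood between the classical-like and non-classical-like cells at these settings, although 59 of the 363 cells (16.3%, 12.6–20.5) held reads of both Ly6c2 and Treml4. Cells with Ly6c2 alone were 35.3% of all cells, cells with Treml4 alone 46.8%, and 6 cells had neither gene. The cells with both genes were 31 control cells (17.0%, 11.9–23.3) and 28 cells from tumor-bearing mice (15.5%, 10.5–21.6). Of these 59 cells, 41 were classical-like and 18 non-classical-like by clustering. When each cell was thinned to the same depth they were 47 of 344 cells (13.7%, 10.2–17.8). Other cells held reads of genes for MHC class II, which presents peptides to helper T cells. At least 3 of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were read in 12 control cells (6.59%, 3.45–11.2) and in 24 cells from tumor-bearing mice (13.3%, 8.68–19.1). Among non-classical-like cells these were 3 of 99 control cells (3.03%, 0.629–8.60) and 14 of 95 cells from tumor-bearing mice (14.7%, 8.30–23.5), and among classical-like cells 10.8% (5.08–19.6) and 11.6% (5.72–20.3). Among cells numbered 1 to 96 they were 7.78% of control cells and 9.09% of cells from tumor-bearing mice, and among cells numbered above 96 they were 5.43% and 17.2%. Cd209a, a C-type lectin that marks a subset of monocytes, was read in 1 control cell and 10 cells from tumor-bearing mice. A list of 8 genes that joins these with Ciita, H2-DMb1 and Klrd1 had at least 3 members read in 8.79% (5.11–13.9) of control cells and 18.8% (13.4–25.2) of cells from tumor-bearing mice. Csf1r, which encodes CD115, was read in 97.2% of the 36 cells with at least 3 of the 4 MHC class II genes.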

As classical monocytes differentiate into non-classical ones, the second small population is likely the intermediate monocyte population [11]. This contention is supported by the marker analysis (Figure 4(Aiii)), as the two defining markers for each major population are represented in this intermediate one.

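Cells with reads of both Ly6c2 and Treml4 carried both genes at lower mean levels than the cells with only one of them. Ly6c2 averaged 1121.7 CPM in these cells and 2270.3 in the cells with Ly6c2 alone, and Treml4 averaged 595.4 in these cells and 1216.3 in the cells with Treml4 alone. Ccr2 averaged 1077.8 CPM and was read in 83.1% of them, between 2125.4 in the Ly6c2-only cells and 94.8 in the Treml4-only cells. Nr4a1 averaged 881.5 CPM and was read in 94.9% of them, between 268.4 and 1595.6. Reads of all 4 genes were found in 46 cells (12.7%, 9.43–16.5), of which 37 were classical-like and 9 non-classical-like. They were 15.9% (10.9–22.1) of control cells and 9.39% (5.57–14.6) of cells from tumor-bearing mice, and 10.8% of all cells at 13261 reads per cell. Their median depth was 50779 counts, against 33741 in the other cells. Of 11 other classical markers, cells with both genes had a median of 6 read after thinning, against 8 in the Ly6c2-only and 1 in the Treml4-only cells. Of 15 other non-classical markers they had a median of 6, against 4 and 12. These values pool the clusters: with both genes, the 33 classical-like cells had medians of 7 and 6 of the markers, against 8 and 4 in classical-like cells with Ly6c2 alone, and the 14 non-classical-like cells had 1.5 and 11, against 1 and 12 in non-classical-like cells with Treml4 alone. F13a1 was read in 38 of the 59 cells with both genes and Cd300e in 10, and 12 had neither.

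**Figure D1:**
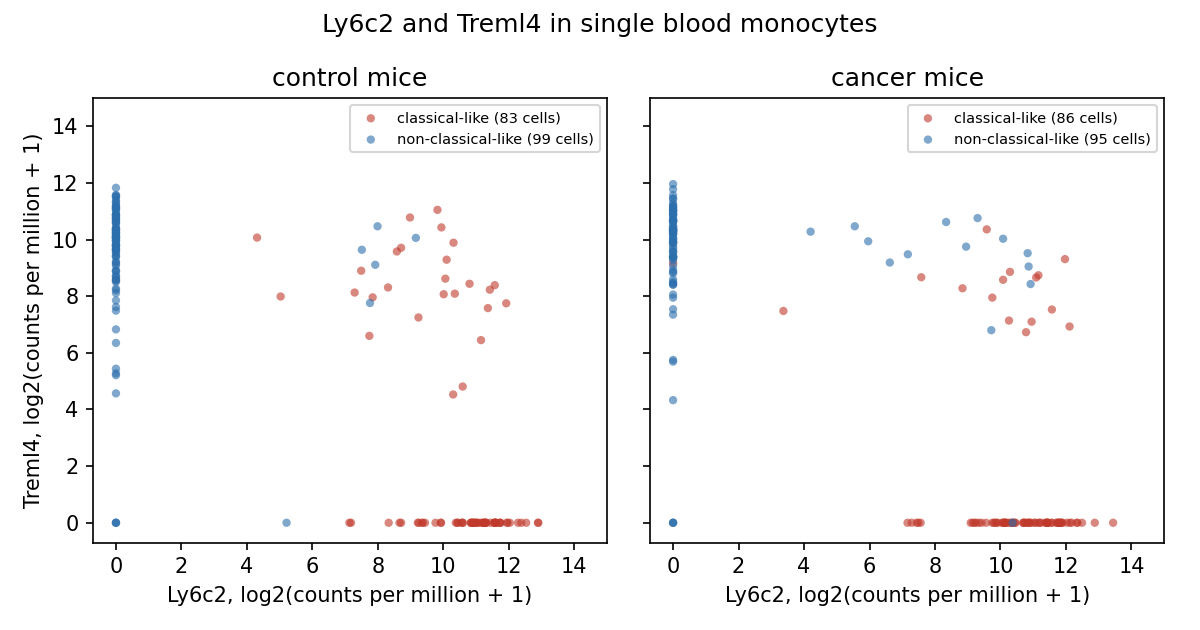
Level of Ly6c2 (horizontal axis) and of Treml4 (vertical axis) in each kept cell as log2 of CPM plus 1, in control mice (left) and cancer mice (right). Points are cells, colored by cluster, and the 59 points away from both axes are the cells with reads of both genes.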

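Within both populations, interferon-stimulated genes were on balance higher in cells from tumor-bearing mice than in control cells. Of 39 measured type I interferon genes, 27 were higher and 12 lower in classical-like cells from tumor-bearing mice, with a median log2 ratio of 0.36 (0.02–0.80 over genes). In non-classical-like cells 28 of 33 were higher, with a median of 0.58 (0.21–0.84). With counts and genes per cell regressed out before clustering the medians were 0.91 and 0.04. Ratios are summed CPM plus 1, cancer over control, for genes with at least 20 CPM in 1 condition. With cells weighted equally the medians were 0.59 (0.37–0.65) and 0.51 (0.32–0.66). Clustered alone, cells numbered 1 to 96 had medians of 0.62 and 0.51 and those numbered above 96 had 0.44 and 0.21. Ifitm3, which blocks the entry of viruses into cells, had log2 ratios of 0.56 in classical-like and 0.53 in non-classical-like cells, from 2620.6 to 3856.1 and from 1931.1 to 2797.0 CPM. Stat1, a transcription factor of interferon signaling, had ratios of 0.60 and 1.32, and its partner Stat2 had 0.35 and 1.42, the latter −0.21 after the regression on counts and genes. Trim30a, an interferon-induced ubiquitin ligase, had a ratio of 1.27 in classical-like cells. Other interferon-stimulated genes went both ways there. Ifit1bl1 had −2.56, Ifit3b −2.26, Ifit2 −0.24 and Rsad2 0.02, while Ifit3 had 2.91 and Oasl1 1.74. With cells weighted equally Ifit1bl1 was at 0.43, Ifit3b at 0.61, Ifit2 at 1.08, Rsad2 at 0.63, Ifit3 at 1.63 and Oasl1 at 0.93. Of the measured interferon gamma genes, 12 of 16 were higher in classical-like cells, with a median of 0.44 (−0.29 to 1.10) that was 0.06 among cells numbered 1 to 96, and 13 of 15 in non-classical-like cells, with a median of 1.05 (0.06–1.44). Irf1, an interferon-induced transcription factor, had ratios of 0.29 and 1.90. The former was −0.04 with median-of-ratios size factors, which shift all genes of classical-like cells by −0.33. Psmb8, a subunit of the immunoproteasome, had 1.02 and 0.74, which were 0.00 and 0.22 among cells numbered 1 to 96 and 0.36 and 0.45 with cells weighted equally, and Ifngr1, the receptor for interferon gamma, had −0.29 and −0.41. JAK, STAT and SOCS genes had medians of −0.54 (4 of 13 higher) and 0.36 (10 of 14 higher), and 0.02 and 0.39 with cells weighted equally. Among 10000 random lists matched on expression, the type I interferon medians lay at percentiles 99.9 and 100.0 and those of interferon gamma at 99.7 and 100.0. The median of all genes was 0.00 in classical-like and 0.01 in non-classical-like cells, and with TMM scaling it was −0.29 and −0.03, where the type I interferon median of classical-like cells was 0.07. The 4 very deep cells held 61.9% of the classical-like control counts, and no value here has a replicate check. The direction of each ratio, here and for the lists that follow, rests on the deposited condition labels, which could not be checked from the counts, and an exchange of the labels would turn every sign.

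**Figure D2:**
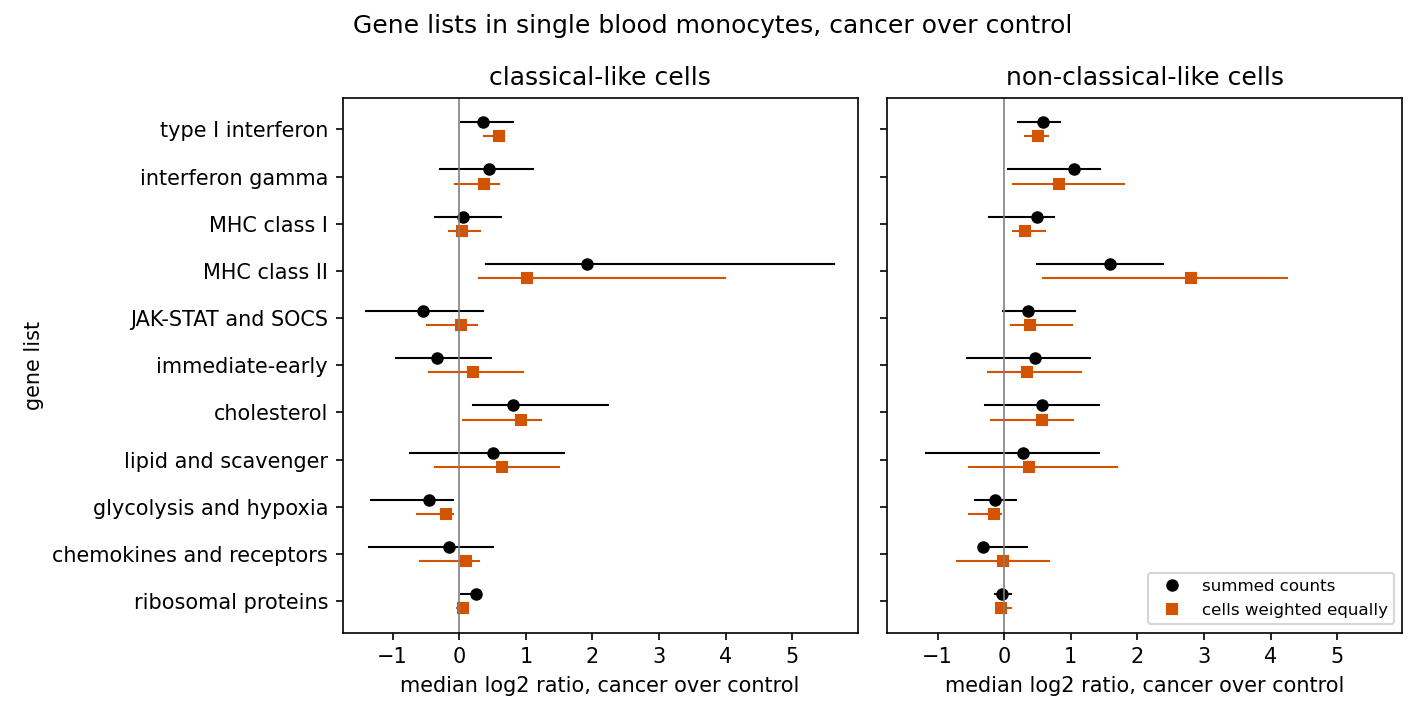
Median log2 ratio of cancer over control for 11 gene lists in classical-like (left) and non-classical-like (right) cells, from summed counts (circles) and with cells weighted equally (squares). Lines are exact intervals of the median over genes of about 95%, and the MHC class II list has the highest median in both populations.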

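Genes of MHC class II were also higher in cells from tumor-bearing mice in both populations, and in classical-like cells a few cells carried most of the difference. All 7 measured MHC class II genes were higher in classical-like cells, with a median of 1.92 (0.40–5.63), and all 6 in non-classical-like cells, with a median of 1.59 (0.50–2.39), and both medians lay at percentile 100.0 among the random lists. The random lists draw genes independently, while these genes are read together in a few cells. Neither the percentile nor the interval over genes covers that variation between cells. H2-Aa, an MHC class II chain, had ratios of 2.77 and 2.32, H2-Ab1, its partner chain, had 1.92 and 1.39, and Cd74, the invariant chain, had 0.40 and 1.80. In classical-like cells the ratio of Cd74 was −0.33 among cells numbered above 96, and that of H2-Ab1 was −0.71 after the regression on counts and genes. In classical-like cells the 3 cells with the most MHC class II counts held 67.3% of these counts in tumor-bearing and 68.7% in control mice, and without them in both conditions the median was 0.15, with 4 of 7 genes higher, and 0.19 with cells weighted equally. Without the 5 highest cells of each condition the classical-like median was 0.19, with 4 of 7 genes higher. With cells weighted equally it was then −0.22, with 3 of 7 higher. In non-classical-like cells the 3 highest held 33.3% and 66.0%, and without them the median was 3.12, with 6 of 6 genes higher, and 2.75 with cells weighted equally. This rise is no check of the difference, since it takes out most control counts: only 3 of 99 control cells had reads of at least 3 of H2-Aa, H2-Ab1, H2-Eb1 and Cd74. Without the 3 highest cells of tumor-bearing mice alone the median was 0.66, with 6 of 6 genes higher, and 2.1 with cells weighted equally. Of 17 measured MHC class I genes, 9 were higher in classical-like cells, with a median of 0.05 (−0.37 to 0.62) that was −0.24 with TMM scaling, which shifts all genes of these cells by −0.29, and 10 in non-classical-like cells, with a median of 0.50 (−0.22 to 0.75) that was −0.02 among cells numbered above 96.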

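Outside the immune lists, genes of cholesterol synthesis and uptake were higher in most cases in cells from tumor-bearing mice, while most genes of glycolysis and hypoxia were lower but stayed within the range of random lists. Of 13 measured cholesterol genes, 12 were higher in classical-like cells, with a median log2 ratio of 0.80 (0.21–2.24) that lay at percentile 94.2 among the random lists, inside their range of −0.75 to 0.96, and was 0.92 with cells weighted equally, above −0.39 to 0.34. In non-classical-like cells 10 of 13 were higher, with a median of 0.57 (−0.28 to 1.43) and a percentile of 97.9, but, clustered alone, the median was −0.39 among cells numbered 1 to 96 and 1.36 among those numbered above 96. Msmo1, an oxidase of sterol synthesis, had ratios of 1.51 and 2.16, and Ldlr, the receptor for low-density lipoprotein, had 0.52 and 2.00, the latter −0.67 among cells numbered 1 to 96. Glycolysis and hypoxia genes had a median of −0.46 (−1.33 to −0.10, 3 of 15 higher) in classical-like and −0.13 (−0.43 to 0.18, 4 of 12 higher) in non-classical-like cells. In classical-like cells this was percentile 3.73, inside the random range of −0.51 to 0.50, and with cells weighted equally the median was −0.20, inside −0.24 to 0.23. Ldha, which makes lactate, had a ratio of −0.68 in classical-like cells, which was −0.13 with cells weighted equally. Immediate-early genes had medians of −0.34 (6 of 13 higher) and 0.46 (10 of 16 higher), and 0.21 and 0.35 with cells weighted equally. They went both ways: Fos, a subunit of the AP-1 factor, had ratios of 2.08 and 3.34, and Dusp1, a phosphatase that switches off MAP kinases, had 3.03 and 2.93, while Nr4a1 had −1.37 and −0.47 and Junb, another AP-1 subunit, had −0.89 and −0.22. In classical-like cells Fos was at 1.04 and Dusp1 at 1.56 with cells weighted equally, and, clustered alone, they were at 0.56 and 1.08 among cells numbered 1 to 96 and at 2.72 and 4.58 among those numbered above 96. Granule and alarmin genes had 1 of 5 members higher in classical-like cells, with a median of −0.88, and 2 measured members in non-classical-like cells. Chil3, a chitinase-like protein, was at 2100.9 CPM in classical-like cells from tumor-bearing mice and 6762.4 in control cells, a ratio of −1.69, Mmp8, a collagenase, had −1.09, which was −0.25 with cells weighted equally, and Hp, which binds free hemoglobin, had −0.88 and −0.83. By size, among genes read in at least 20% of the cells of a condition, the highest ratios in classical-like cells were those of Lpl, lipoprotein lipase, at 3.75 (186.6 against 13.0 CPM), Trerf1 at 3.53, Mettl25, Dusp1, Ccdc82, Mis12, Kcne3, FAM35A, Noc4l and Il1b, which encodes interleukin 1 beta, at 2.84. The lowest were those of Ak8, an adenylate kinase, at −4.06 (8.28 against 154.1 CPM), Gcnt2, a glycosyltransferase, at −3.19, Spg11, Chmp7, Prrc2b, Mif4gd, Exoc1, Gpr137b, Adsl and Camkmt at −2.76. With cells weighted equally Lpl was at 2.17, Il1b at 1.52, Ak8 at −2.45 and Gcnt2 at −1.14. In non-classical-like cells the highest were Nod2, a sensor of bacterial cell wall fragments, at 4.16 (40.6 against 1.33 CPM), Fos, Gtf2h1, Dusp1, Zeb1, a transcriptional repressor, Flt1, a receptor for VEGF, Rapgef2, Dnah2, Irgm1, an interferon-induced GTPase, at 2.48, and Sugp1 at 2.30. The lowest were Glis3, a zinc finger transcription factor, at −3.98 (1.77 against 42.5 CPM), Lmo2, a cofactor of blood cell transcription factors, at −3.29, Fpr1, the receptor for formyl peptides, at −2.99, Rasgrp1, Gramd1a, Lifr, Prkab1, Vwa8, Cit and Armc1 at −2.13. These genes were required to keep their sign in cells numbered 1 to 96, in those numbered above 96 and in the mean of log values, but not their size: in the clusters of all cells, where this rule was applied, Gpr137b was at −0.04, Adsl at −0.71 and Cit at −0.10 among cells numbered 1 to 96.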

Having established that monocyte populations in cancer were similar to those in control mice, we sorted monocytes according to Ly6C expression and undertook deep RNA sequencing. Principle component analysis (PCA) revealed monocytes to primarily cluster according to monocyte subset rather than condition (Fig 4B, Supplementary Figure S8A). However, separate analysis of Ly6C^high^ and Ly6C^low^ populations revealed that while there was very little alteration in the Ly6C^low^ monocytes in tumor-bearing mice (with just 7 DEGs revealed) (Supplementary Figure S8B), the Ly6C^high^ monocytes were altered, clustering separately from those of the control mice (Figure 4C). Ly6C^high^ monocytes featured a total of 611 differentially expressed genes (DEGs) (adj *p* value < 0.05) between the cancer and control mice (Figure 4C; Table S1). There was an almost two-fold difference in the number of genes that were down-regulated versus those that were up-regulated (393 down, 218 up). To identify potentially important genes, the chemokines and transmembrane receptors relevant to monocyte biology were explored along with transcription factors (Figure 5A). Key genes modulated by IFNs were downregulated. This included the type II IFN induced chemokine gene, *Cxcl10*, and genes for MHCI and MHCII proteins. The lineage determining transcription factors (LDTFs), *Fosb* and *Jun*, were down-regulated. Signal transducer and activator of transcription (STATs) involved in IFN response, *Stat1*, and *Stat2* were down-regulated along with the regulatory TFs *Socs1, Socs3, Socs6*, *Jak2*, and *Jak3*. To further explore whether the DEGs may be functionally related, genes were analyzed for pathway enrichment using Metascape [49]. In the down-regulated list of genes, pathways were highly enriched (log q.value > 10) in relation to IFN signaling and antigen presentation (Figure 5B).

To investigate transcription factors associated with down-regulated genes identified in Figure 4C, we performed de novo motif enrichment analysis of their corresponding promoters. This analysis identified a motif for STAT1:STAT2 as the most highly enriched motif (Figure 5C), providing evidence that the down-regulation of the mRNAs encoding STAT1 and STAT2 is functionally related to genes exhibiting reduced expression in the Ly6C monocytes of tumor-bearing mice. In contrast, motifs recognized by FOSB or JUN were not highly enriched. This could reflect the functional redundancy of the FOS/JUN family of transcription factors or the possibility that they primarily function at distal regulatory elements. The remaining highly enriched motifs (ELF, BACH, ZNF384, and RUNX) correspond to binding sites for factors that typically exhibit high enrichment at promoters.

### 3.4. Transcriptional Changes Occur within the Bone Marrow

The above data indicates there are transcriptional alterations to circulating monocytes in the context of cancer. Hence, we wanted to ascertain at what stage of their development this conditioning may be taking place. For this purpose, the dominant Ly6C^high^ monocytic population representing ~90% of these cells from the BM were sequenced. PCA revealed that the cancer samples did not cluster is the same way as the controls (Figure 6A). Further analysis revealed 158 genes to be differentially expressed between the cancer and control samples (50 up- and 108 down-regulated in cancer with a adj *p* value < 0.05) (Figure 6B, Table S2). Even though there were fewer genes altered in BM monocytes, just under half of those genes that are down-regulated in BM monocytes by cancer were also down-regulated in Ly6C^high^ blood monocytes (Figure 6C; Table S3. These 47 common down-regulated genes were highly enriched for type I IFN pathways (Figure 6D).

### 3.5. Transcriptional Shifts in the Mouse PyMT Model Are Not Orthologous to Patients with Breast Cancer

Having identified the DEGs in cancer and control mice and the relevant pathways that were altered, we then compared these to the human data on total circulating monocytes (classical and non-classical) in patients with breast cancer and healthy controls from a previously published cohort [13]. This reference also gives full details of the patient and control cohorts used in the human study. To undertake this comparison, a list of 865 DEGs between the breast cancer patient and control healthy volunteer samples was used (selected using a criterion of absolute LFC > 1.5) from this human data set [13]. Comparing these datasets, there were very few DEGs common to both BL6 mice and humans (Figure 7A,B). In case the strain of the mouse affected the findings, circulating monocytes were also sequenced from FVB mice with PyMT tumors and age-matched controls. This generated a third list of DEGs with 83 up-regulated and 163 down-regulated between strains (see Supplementary Files S4). However, again there were very few DEGs common to mice and humans (Figure 7A–C). The lineage determining transcription factor, *Jun*, was the only gene that was commonly down-regulated in all the DEG lists. To identify if there were common pathways affected, despite a lack in shared DEGs, joint pathways analysis was undertaken. This revealed some commonly enriched down-regulated pathways, particularly with respect to metabolism, cell differentiation, survival, and migration. However, the main pathway that had been identified as down-regulated in classical monocytes in mice, IFN signaling, was up-regulated in human cancer monocytes (Figure 7D). These data suggest different responses to cancer in the two species. These two mouse strains were chosen as opposite ends of a cancer-susceptibility spectrum [55]. BL6 represents a strain that is tumor resistant and the other, FVB, is cancer susceptible, as shown by the time of onset and transition to late-stage malignancy of the tumors (Figure 7E,F). Strikingly, although there were common DEGs between strains (Figure 7A,B; Table S4), there were more DEG that were different, particularly apparent in the FVB strain (Figure 7A,B). Pathway analysis, however, suggested that there are many similar pathways affected. The down-regulation of IFN signaling, in particular, was seen in both strains, although to a lesser extent in FVB. In addition, there were more up-regulated pathways in FVB (Figure 7D).

## 4. Discussion

It is well known that cancer causes systemic effects, a process particularly well documented by the induction of cachexia [56]. This metabolic disease tends to occur during the advanced stages of the disease. However, data is accumulating on mice and humans which shows that cancer also causes systemic effects during the early stages of the disease. An example of this phenomena is the establishment by early tumors of the “pre-metastatic niche’ that biases the homing of metastatic cells and enhances their seeding [57,58]. The formation of this niche depends on the secretion of ECM components such as fibronectin and exosomes as well as the mobilization of BM derived cells, such as monocytes and neutrophils, to these sites [18]. The earliest description of what some have described as sterile inflammation was the accumulation of CD11b+ VEGFR1+ myeloid cells [59], which are most likely derived from classical monocytes that undergo differentiation in response to the “niche” environment [35,60]. This pre-metastatic niche concept has yet to be established in humans, but there are increasing numbers of reports that cancer alters monocyte biology. This alteration is manifested by the enhancement of monocyte numbers [61], an increase in the non-classical monocyte population [13,37], and alterations in total monocyte transcriptomes [13,38,39]. Transcriptional signatures from monocytes were derived from breast and colorectal cancers that were able to predict the presence of cancer [13,39]. However, these signatures did not overlap, possibly due to the different cancers or to different transcriptional profiling methodologies.

In this study, we hypothesized that mouse models of breast cancer would have similar impacts on monocytes as those found in humans and thereby allow experimental manipulation to determine their mechanism. In this study, we chose the well-characterized PyMT model, which has reliable cancer proregression, is, importantly, metastatic, and is similar to human luminal cancer [40]. However, whilst we documented a significant monopoiesis in this model, there were no changes in non-classical to classical monocyte ratios in the blood, nor any indications of new populations by FACS or single cell RNAseq. This failure to see ratio changes in mice compared with humans may simply reflect the starting populations of classical and non-classical monocytes, which in humans are approximately 9 to 1, respectively, but in mice are approximately equal. Furthermore, there were no other significant monocytic populations which are found in the blood of human cancers [62], such as the myeloid derived suppressor cells, indicated by the analysis of side-scatter, nor was there an emergence of other monocytic subtypes, such as SatM monocytes, found during fibrosis [63]. The failure to find such populations might be related to the sorting procedure in mice, which was directed by traditional monocyte markers.

Our data also indicated that the monocytopoiesis induced by cancer was not due to an increase in BM progenitors nor to the changed half-lives of circulating monocytes, but that it was due to the enhanced proliferation of monocytes in the BM. Others have shown the spleen to be a source of monocyte progenitors in lung cancer models [64] as a result of the angiotensin II produced by cancer remotely increasing the frequency of the HSC that migrate to the spleen [65]. However, although the number of splenic monocytes increased along with the splenomegaly, we found no evidence that cancer increased their proliferation nor enhanced the very low frequency of progenitors in the spleen in this model of breast cancer.

The elevation of CSF1 is the most obvious explanation for the increased proliferation of monocytes in the BM. Elevated levels of circulating CSF1, a proliferation and survival factor for monocytes and macrophages, have been reported at late stages of cancer in the spontaneous FVB PyMT model of breast cancer [42] as well as in human cancers [66,67]. In the PYMT mouse model, this elevation was preceded by elevated G-CSF (*Csf3*) and an earlier expansion of neutrophils when compared to monocytes, corresponding to our findings regarding cell population dynamics [42]. Similarly, in the circulation, the lack of changes in the half-lives of the increased numbers of monocytes in cancer suggest the presence of sufficient CSF1 to maintain their viability. In the BM, interferon signaling has also been shown to inhibit the proliferation of differentiated hematopoietic cells, but not in the case of HSC proliferation [68]. Thus, the down-regulation of this signaling pathway, as observed in our sequencing data, combined with elevated CSF1, could explain the relatively specific effect of tumors on the BM proliferation of monocytes.

Transcriptomic analysis indicated relatively small changes in the classical monocyte population in response to cancer, with the variance between monocyte sub-sets having the greatest variance. The only available human dataset that was used for comparison was collected using the entire monocytic population. The proportion of non-classical monocytes in patients with breast cancer has been shown to be higher than in healthy controls [13] and this may have masked the more subtle effects of cancer on the classical population. However, the translation of these findings in mice to humans was further limited by the lack of orthologous genes in our datasets. Single cell RNAseq data comparing lung tissue isolated from murine KP1.9 lung adenocarcinoma and seven human primary NSCLC samples suggest that there should be homologous genes between human and mice [8]. However, the lack of depth of sequencing in this study led to comparisons of common monocytic genes that define lineages. This data was true in our study but we concentrated only on the DEGs that could be identified by the depth of sequencing. These genes showed a lack of concordance between species.

In mouse models, the immune profile of the tumor microenvironment is known to be specific to the genetic mutations within the tumor, and the same is thought to apply to human cancers [29]. The systemic influences of cancer are also dependent on specific gene mutations [29]. The PyMT model is beneficial because of robust cancer development with histology that mirrors human ductal adenocarcinoma and metastatic capacity. However, this model is driven by the expression of a viral oncoprotein [40]; thus, the mutational profile does not reflect those found in human breast tumors. Furthermore, even when the cancer is driven by the same oncoprotein, there are significant differences in gene expression according to strain (FVB vs. BL6). Since timing of onset, age of transition, and metastatic capacity in these two strains is very different, this suggest that genetics even within inbred species can profoundly influence systemic response to cancer. These changes maybe coincidental or causal, and if the latter, may therefore open genetic analysis as performed for quantitative trait loci for metastasis between these strains [69]. In addition, it should be appreciated that the development of mouse mammary cancer in the PyMT model is over a few weeks, while in humans it can be over many years. These timing differences limit exact comparisons between the species but do suggest this PyMT mouse model maybe inadequate for exploring mechanisms behind systemic changes seen in humans. It will remain to be determined in other metastatic mouse cancer models whether this is true.

Nonetheless, the findings in mice are still interesting. The proliferation of Ly6C^hi^ BM monocytes leads to an elevated number of blood monocytes that then circulate with normal half-life. Similar increases in monocyte numbers have been described in human cancers. The comparison of differentially expressed genes in the BM samples, with the larger numbers of genes differentially expressed in the blood compared to BM, suggest that the systemic influence of cancer begins in the bone marrow, particularly interferon signaling, but that the major effects occur in the circulation. These data indicate that an organism is sensing the presence of cancer perhaps through the immune detection of neo-antigens, and/or through the cancer production of cytokines, exosomes, or debris. Indeed, in the context of chemotherapy stress, tumors produce exosomes that modify monocytes so that they are preferentially recruited to metastatic sites where they promote tumor cell extravasation [60]. Overall, our data suggests that the cancer education is a two-step process whereby cancer affects the transcription and proliferation of Ly6C^hi^ monocytes in the bone, and, once the monocytes enter the circulation, further and more significant transcriptional differences are overlaid upon pre-existing changes.

## 5. Conclusions

There is a systemic impact on circulating and bone marrow monocytes in a mouse model of breast cancer. This is characterized by monopoiesis and a splenomegaly. The monopoiesis is due to enhanced monocyte cell proliferation in the bone marrow without effects on progenitor cell frequency. In the circulation, single cell sequencing indicates that there are no new monocyte populations in cancer and that their differentiation and turnover is unaffected.

Cancer also induces systemic effects on the transcriptome of monocytes. This is first evident in the bone marrow but more pronounced in the circulation. The down-regulation of interferon signaling is the major pathway affected. The genetic background differences between mouse strains that give cancer prone or resistant phenotypes and carry the same oncoprotein differentially alter monocyte transcriptional profiles. The comparison of mouse monocyte transcriptional changes with those found in human breast cancer patients also showed no similarity. These data indicate that cancer causes systemic effects on circulating monocytes which are strongly influenced by genetic background.

## Figures and Tables

**Figure 1:**
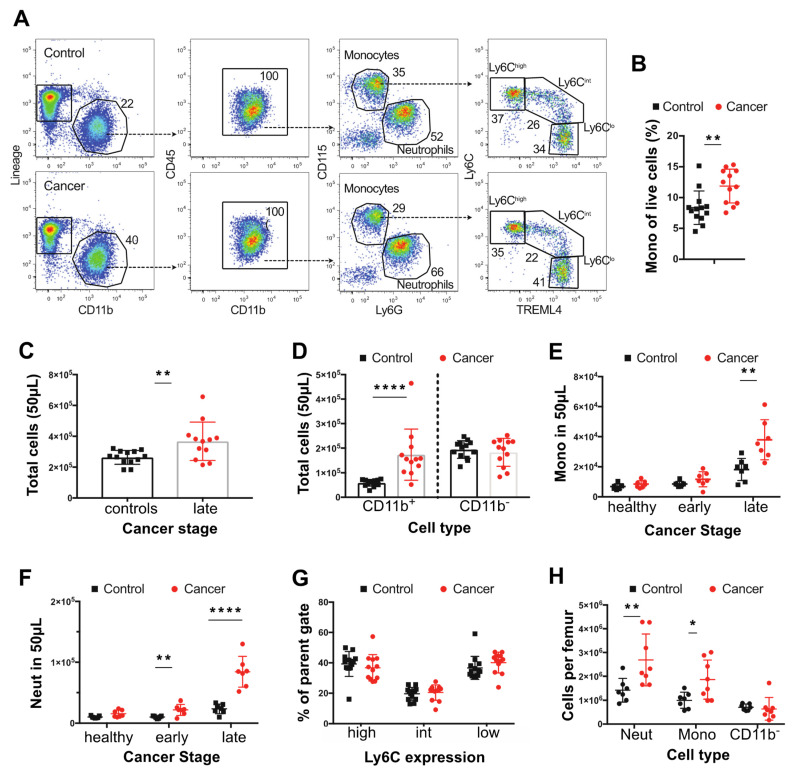
Changes in blood and bone composition of immune cells in PyMT tumor-bearing mice. (**A**) Representative dot plots showing identification of blood monocytes in control mice and mice with ~20 mm tumor (late) late-cancer. (**B**) Proportion of live blood leukocytes that are CD115^+^ CD11b^+^ monocytes in mice with late-stage cancer versus controls. (**C**) Total cells in 50 μL of blood in mice with ~20 mm tumor (late) late-cancer (red dots *N* = 12) versus controls (black dots *N* = 13). (**D**) Total number of CD11b+ and CD11b- cells in mice with late-stage cancer versus controls. (**E**) Total circulating monocytes prior to tumor development (healthy), at onset of tumors (early), and at late stage versus control WT mice. (**F**) Total neutrophils (Neut) prior to tumor development (healthy), at onset of tumors (early), and at late stage of cancer. (**G**) Percentage (%) of monocytes subpopulations at late stage compared with control WT mice. (**H**) Neutrophils, monocytes, and lineage+ CD11b- cells per femur in mice with late stage cancer versus controls. Cancer samples are shown in red and age-matched controls in black. * *p* value < 0.05, ** *p* value < 0.01, **** *p* value < 0.0001, multiple *t*-test. Experiments were conducted in duplicates with littermate and co-housed groups of *n* = 6 (3 PyMT + ve) and n = 8 (4 PyMT + ve) in each replicate for the blood and co-housed groups of *n* = 6 (3 PyMT + ve) and n = 9 (5 PyMT + ve) for the bone.

**Figure 2:**
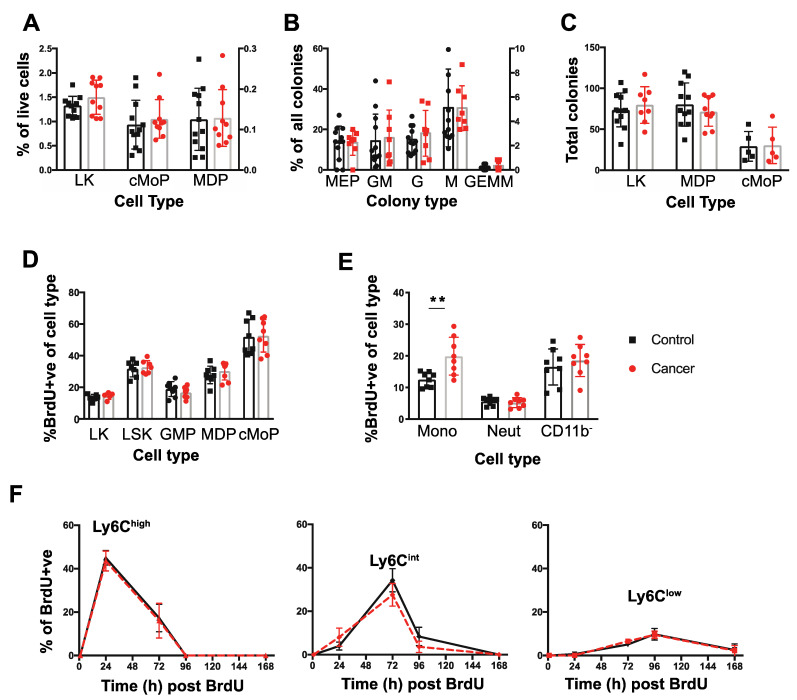
Dynamics of monopoiesis in tumor bearing mice. (**A**) Proportion of LK, cMoP, and MDP cells within the BM shown as a percentage (%) of total live cells extracted from the bone marrow. (**B**) Distribution of colony types within the LK CFU methylcellulose assays expressed as a % of each colony type from the total colony number. (**C**) Isolated LK cells, MDPs, and cMoPs progenitors were cultured in CFU assays in methocellulose for 12–14 days and the total number of colonies present were quantified. (**D**) Nuclear BrdU incorporation in the BM progenitors (LK, LSK, GMP, MDPs, cMoPs) 1 h post injection in mice with late cancer or age-matched controls. (**E**) BrdU nuclear incorporation in BM monocytes, neutrophils (Neut) and lineage+ CD11bcells 1 hr post injection in mice with late cancer or age-matched controls. (**F**) Level of BrdU+ circulating monocytes within each population over time. From left to right: Ly6Chigh Ly6Cint, Ly6Clow. Late cancer samples are shown in red and age-matched controls in black. ** *p* value < 0.01, unpaired *t*-test. For LK cells, sorts were conducted on 3 days in triplicates of co-housed littermate groups of *n* = 4 (two cancer), *n* = 11 (four cancer), and *n* = 5 (two cancer). For MDPs, sorts were conducted on 3 days with co-housed littermate groups of *n* = 6 (three cancer), *n* = 4 (two cancer), and *n* = 10 (five cancer). For cMoPs, sorts were conducted on 1 day with *n* = 10 (five cancer). For the BrdU, BM experiments were conducted in triplicates of co-housed littermate groups of *n* = 6 (three cancer), *n* = 6 (three cancer), and *n* = 4 (two cancer). For the BrdU blood tracing, experiments were conducted in duplicates of *n* = 6 (three cancer, three controls/group).

**Figure 3:**
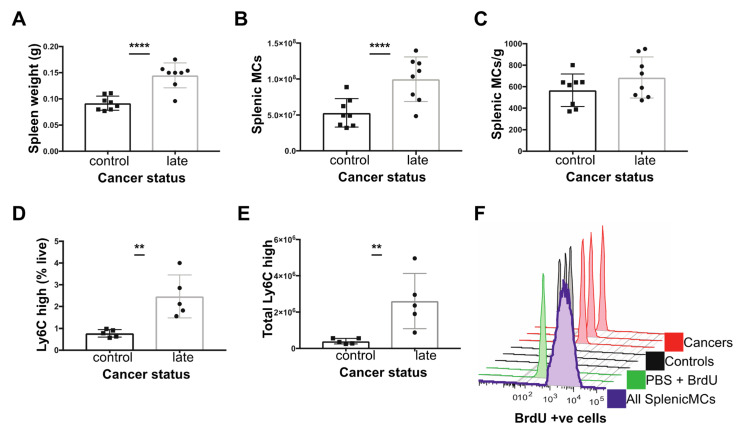
Characterisation of the spleen in C57BL/6 mice with late cancer. (**A**) Splenic weight. (**B**) Total splenic mononuclear cells (MCs; T cells, B cells, monocytes) (**C**) Total splenic MCs (x106) normalised to splenic weight. (**D**) Ly6Chigh monocytes as % of live cells. (**E**) Total Ly6Chigh monocytes in spleen. (**F**) Histogram of splenic BrdU levels in: all Splenic MCs in spleen (purple), PBS with no DNase control (green), Ly6Chigh Mo from controls (n = 3, black) and Ly6Chigh monocytes from late cancer mice (n = 3, red) 1 h post injection of BrdU. ** *p* value < 0.01, **** *p* value < 0.0001, unpaired *t*-test. Experiments were conducted in duplicates of co-housed littermate groups of n = 6 (3 cancer) and n = 4 (2 cancer).

**Figure 4:**
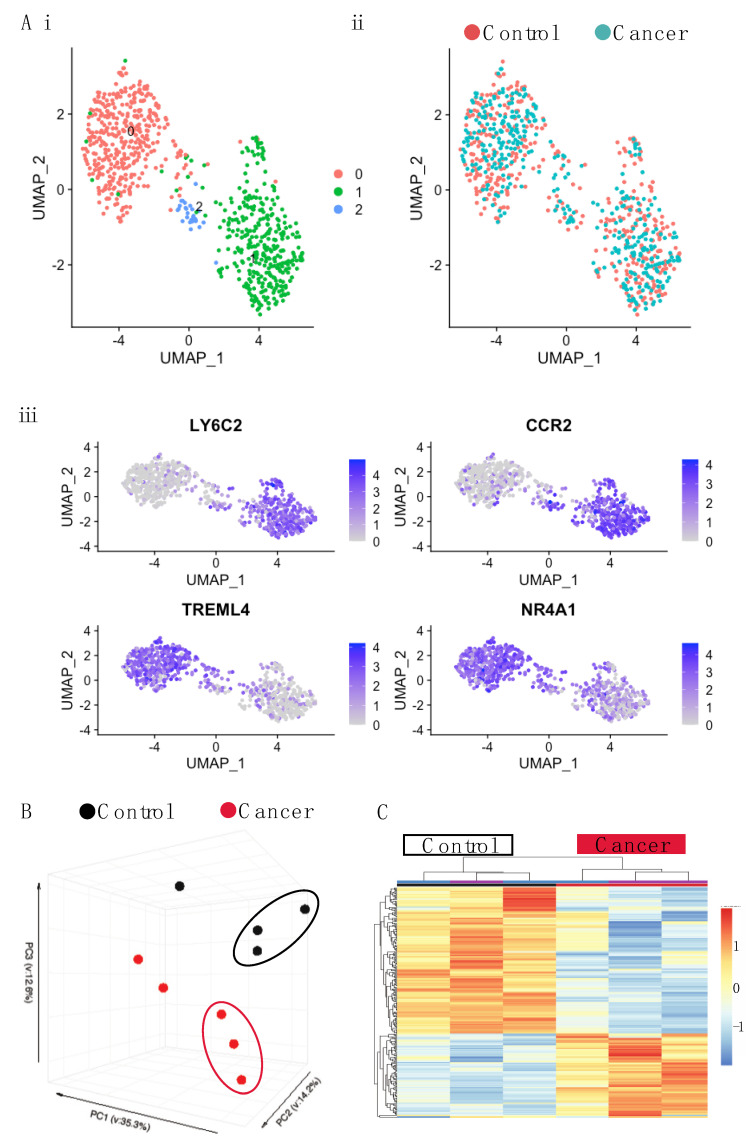
Single cell and bulk RNA-seq of blood monocytes in C57BL/6 mice with late stage cancer. (**A**) UMAP plot for single cell sequencing (SCseq) of total monocytes cells from control and cancer-bearing mice. (**i**) Distribution of all monocytes combined shows three populations: pink, blue, and green. (**ii**) Distribution of control monocytes (pink) and tumor (blue). (**iii**) Marker analysis showing classical (LY6C2, CCR2) and non-classical (TREML4, NR4A1) monocytes. (**B**) PCA of gene expression derived from bulk RNAseq of Ly6Chigh Monocytes. (**C**) Gene expression heatmap of Ly6Chigh blood monocytes differentially expressed genes (DEGs) between control and cancer samples with a q.value < 0.05. Samples are arranged horizontally. Sample characteristics are provided in horizontal bars for each column, denoting cancer in red and control in black and the date on which samples were sorted in purple and blue. Genes are arranged vertically; within the heatmap, red indicates up-regulation and blue indicates down regulation based on the tpm z-score (range −2, 2). Samples are clustered using complete linkage and Pearson correlation.

**Figure 5:**
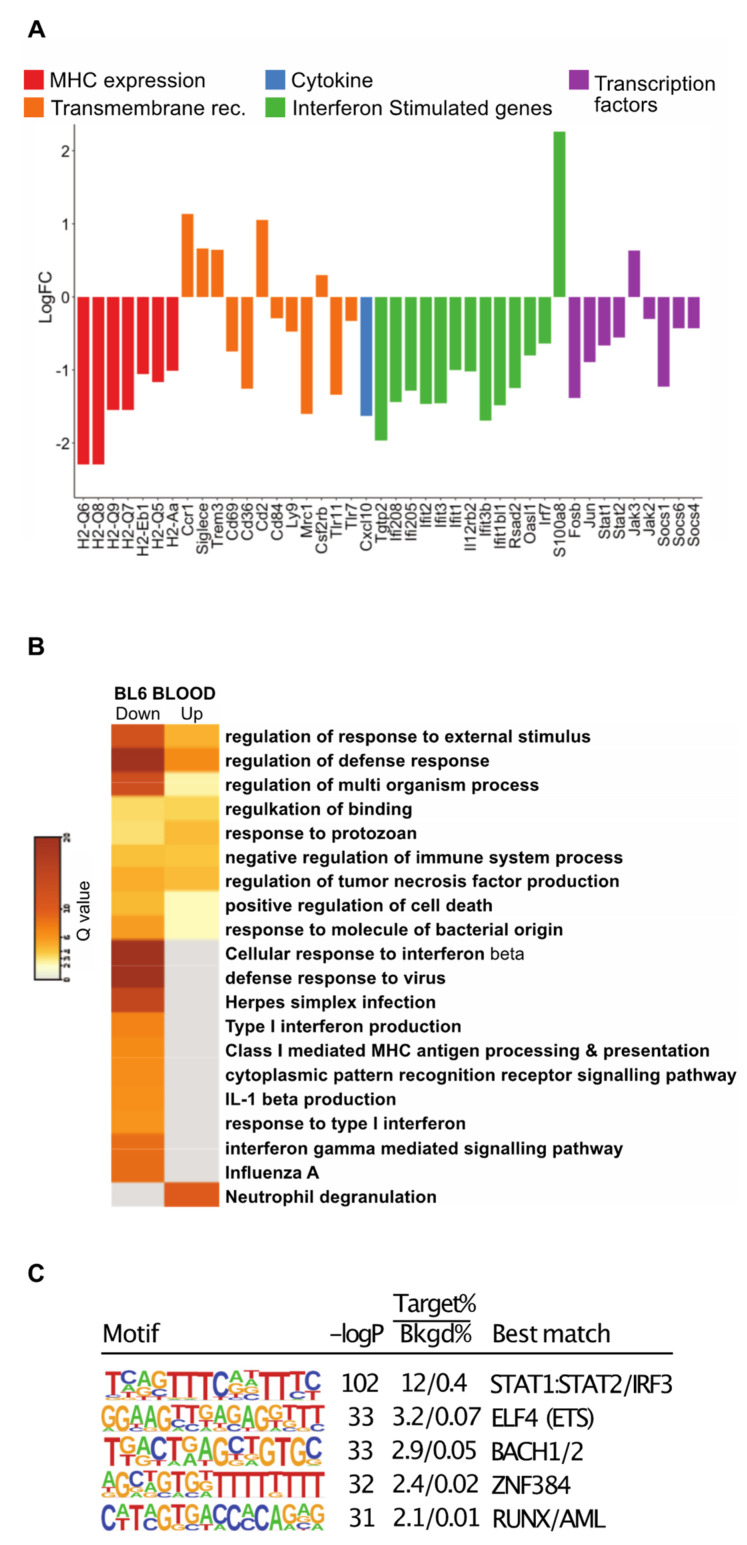
Analysis of DEGs for blood monocytes in C57BL/6 mice with late cancer. (**A**) Histogram of LogFC in selected DEGs for blood monocytes. Genes have been selected and grouped functionally as cytokines (blue), transmembrane receptors related to MHC expression (red), IFN response (orange), interferon stimulated genes (green), and transcription factors (purple). (**B**) Pathways for all DEGs in the data sets using Metascape. Each column represents up- or down-regulated gene sets. Log q.values are plotted, and each bar colored according to the log q.value on a scale of 0 to 30, represented with graduating intensity from cream to dark brown. Gene Ontology or KEGG terms are annotated. (**C**) Transcription factor motif enrichment analysis of the promoters of down-regulated DEGs revels STAT1/STAT2 as the most highly enriched.

**Figure 6:**
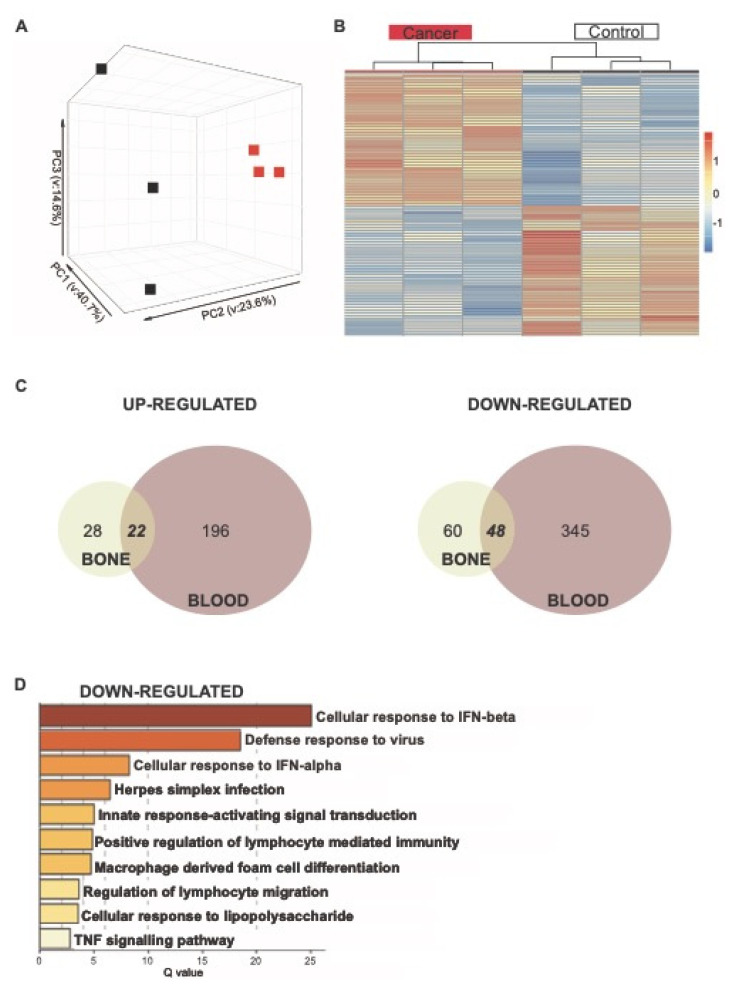
Analysis of RNA-seq of Ly6Chigh bone and blood monocytes. (**A**) PCA of Ly6c^high^ bone monocytes. (**B**) Gene expression heatmap of Ly6C^high^ bone monocytes DEGs comparing control and cancer samples with a q.value < 0.05. Samples are arranged horizontally, and sample characteristics are provided in horizontal bars for each column denoting cancer in red and control in black, with the date samples sorted in purple and blue. Genes are arranged vertically; within the heatmap, red indicates up-regulation and blue indicates down-regulation based on the tpm z-score (range (−2, 2)). Samples are clustered using complete linkage and Pearson correlation. (**C**) Venn diagram for DEGs in BM (cream) and blood (red) that are up-regulated and down-regulated in cancer. (**D**) Pathways for 47 shared down-regulated genes. Log q.values are plotted, and each bar colored according to the log q.value on a scale of 0 to 30, represented with graduating intensity from cream to dark brown. Gene Ontology or KEGG terms are annotated.

**Figure 7:**
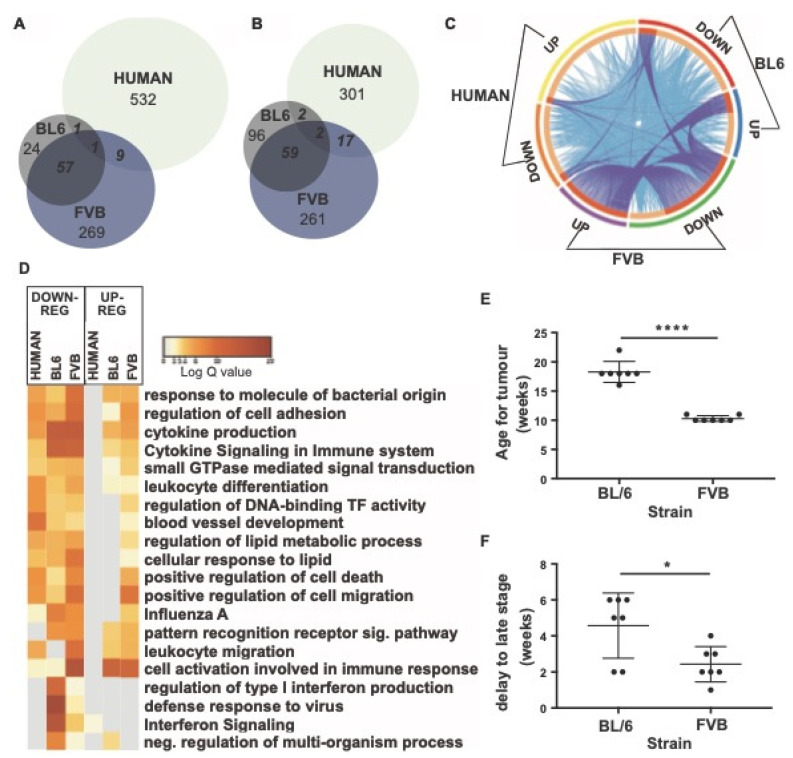
Comparison of DEGs of blood monocytes between cancer and control samples in mouse strains (FVB and C57BL/6) and humans. (**A**) Venn diagram of up-regulated DEGs in Ly6Chigh monocytes. (**B**) Venn diagram of down-regulated DEGs in Ly6Chigh monocytes. (**C**) Circos plot showing commonly enriched genes. The outer arcs represent which DEG gene list is featured: BL6: down-regulated (red arc), up-regulated (blue arc), FVB: downregulated (green arc), up-regulated (purple arc), human: down-regulated (orange arc), upregulated (yellow arc). The inner arcs reflect whether the genes are common to all three (colored in dark orange) or whether genes are common to just two groups (colored in light orange). On each occasion that a gene is in common between a group, a purple line occurs between where the gene occurs on the respective arcs. On each occasion a gene belongs to the same enriched ontology term as another gene in another group, a blue line occurs between where the gene occurs on the respective arcs. (**D**) Pathways for shared genes. Each column represents human, BL6, or FVB DEGs. Columns are grouped into pathways that were down-regulated (left) or up-regulated (right). Log q.values are plotted and each bar colored according to the log q.value on a scale of 0 to 20, represented with graduating intensity from cream to dark brown. Gene Ontology or KEGG terms are annotated. (**E**) Age of onset of tumor development in BL6 and FVB mice. (**F**) Delay in time to transition to late stage tumors. *n* = 7; * *p* value < 0.05, **** *p* value < 0.0001, paired *t*-test.

## Data Availability

Single Cell datasets are deposited in GEO: P02E01-GSE183838, P02E02-GSE184870, DEG in Tables S1–S4.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14030833/s1, Figure S1: Flow cytometric gating and cell-sorting strategy for blood monocytes and neutrophils; Figure S2: Flow cytometric gating strategy for BM monocytes; Figure S3: Flow cytometric gating strategy for identification and sorting of BM Ly6C^high^ monocytes, MDPs and cMoPs; Figure S4: Flow cytometric gating strategy for identification and sorting of BM LK; Figure S5: Flow cytometric gating strategy for identification of BM myeloid progenitors; Figure S6: Flow cytometric gating strategy for identification of splenic Ly6C^high^ monocytes and MDP; Figure S7: Identification of BrdU^+^ monocytes in the blood, BM and spleen; Figure S8: Bulk RNA sequencing of Ly6C^high^ and Ly6C^low^ blood monocytes from C57BL/6 mice with late cancer and littermate controls; Table S1: C57BL/6 mouse blood DEGs; Table S2: C57BL/6 mouse BM DEGs; Table S3: Bone and blood common DEGs; Table S4: FVB mouse blood DEGs.

# Supplementary material for: Systemic Influences of Mammary Cancer on Monocytes in Mice
**Source:** Cancers (Basel). 2022 Feb 7;14(3):833. doi: 10.3390/cancers14030833

Supplementary Figure Legends

Supplementary Figure S1: (A) Flow cytometric gating and cell-sorting strategy for blood monocytes and neutrophils used in Figure 1, 2, 4 and 6. (B) Total number of cells in each monocyte subpopulation in 50µl of blood from mice with ~20mm tumour late-cancer (red dots) versus controls (black dots). * p value <0.05, ** p value <0.01, *** p value <0.001, multiple t-test. Data is combined from two independent experiments, with n=12 (cancer) and n=13 (control) mice in total.

Supplementary Figure S2: Flow cytometric gating strategy for BM monocytes in Figure 1 and Figure 2E.

Supplementary Figure S3: Flow cytometric gating strategy for identification and sorting of BM Ly6C^{high} monocytes, MDPs and cMoPs in Figure 2A, C and Figure 6.

Supplementary Figure S4: Flow cytometric gating strategy for identification and sorting of BM LK in Figure 2A and B.

Supplementary Figure S5: Flow cytometric gating strategy for identification of BM myeloid progenitors in Figure 2D.

Supplementary Figure S6: Flow cytometric gating strategy for identification of splenic Ly6C^{high} monocytes and MDP in Figure 3.

Supplementary Figure S7: Identification of BrdU⁺ monocytes in the blood (A), BM (B) and spleen (C) in Figure 2D-F and Figure 3F. Example staining taken at 24 (A) or 1 (B-C) hrs post-injection of BrdU.

Supplementary Figure S8: Bulk RNA sequencing of Ly6C^{high} and Ly6C^{low} blood monocytes from C57BL/6 mice with late cancer and littermate controls. (A)

PCA of all

monocytic samples derived from total RNAseq. (B) PCA of Ly6C^{low} monocytes derived from total RNAseq.

Supplementary Figure S1

A

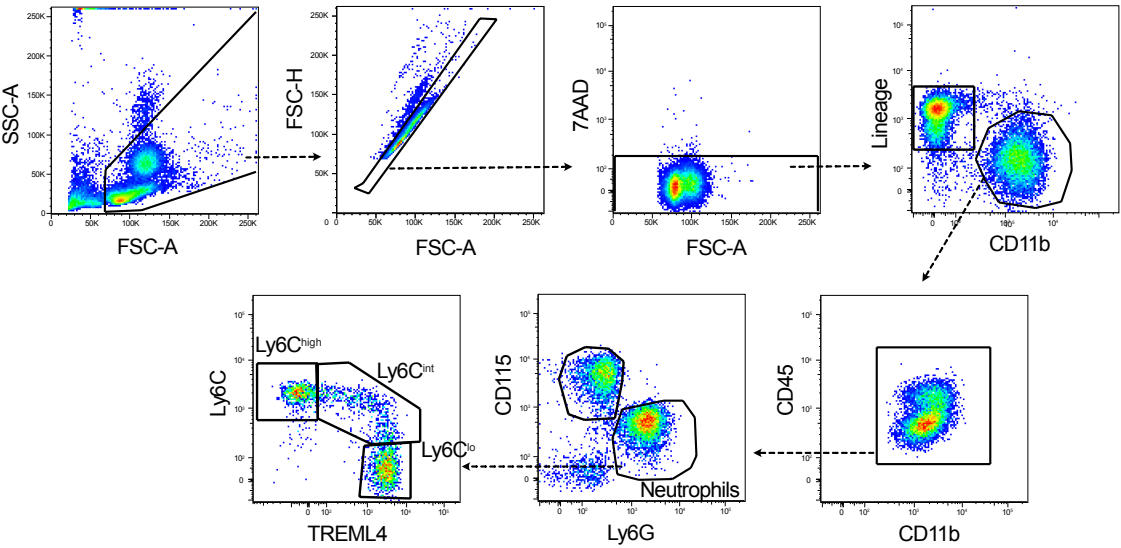

B

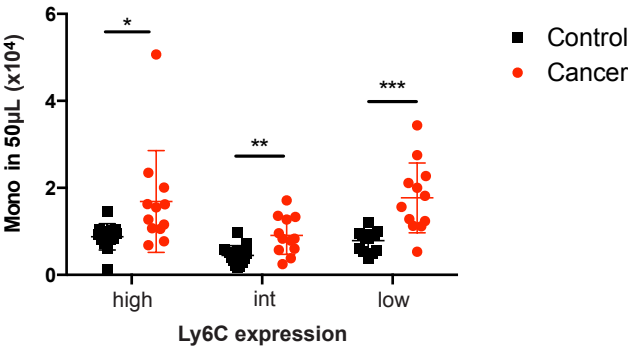

Supplementary Figure S2

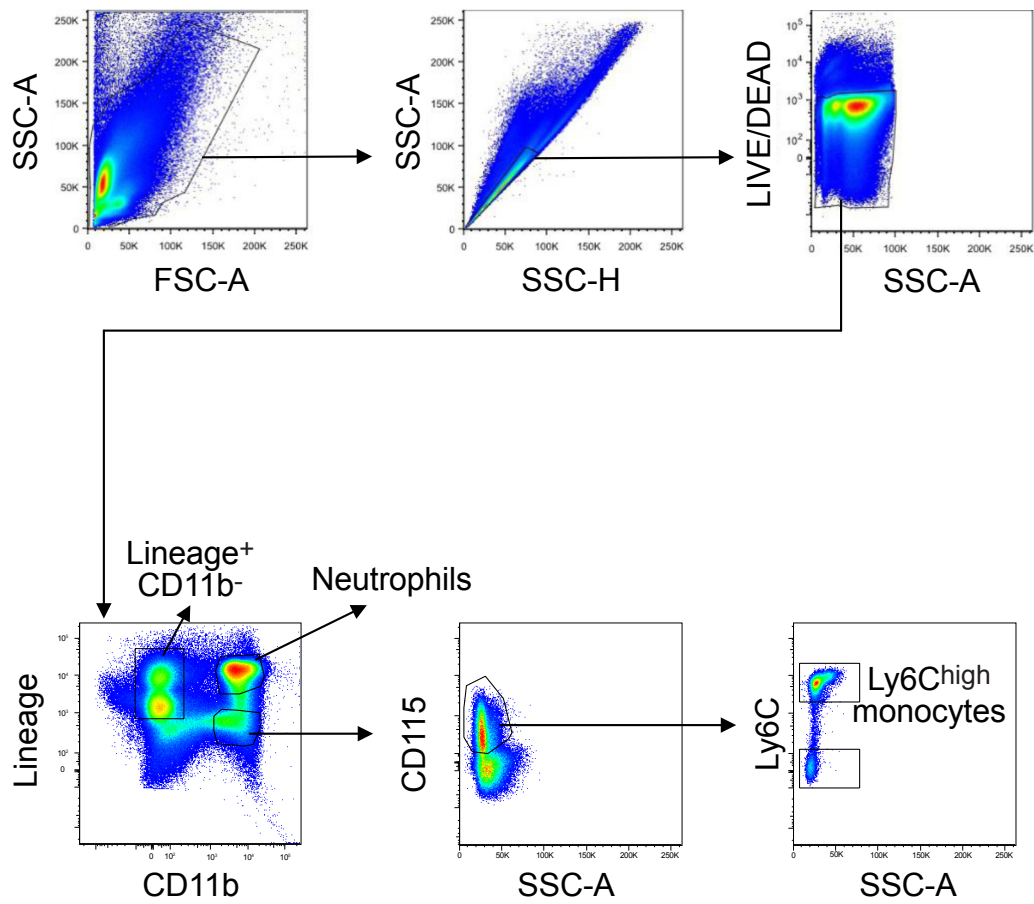

Supplementary Figure S3

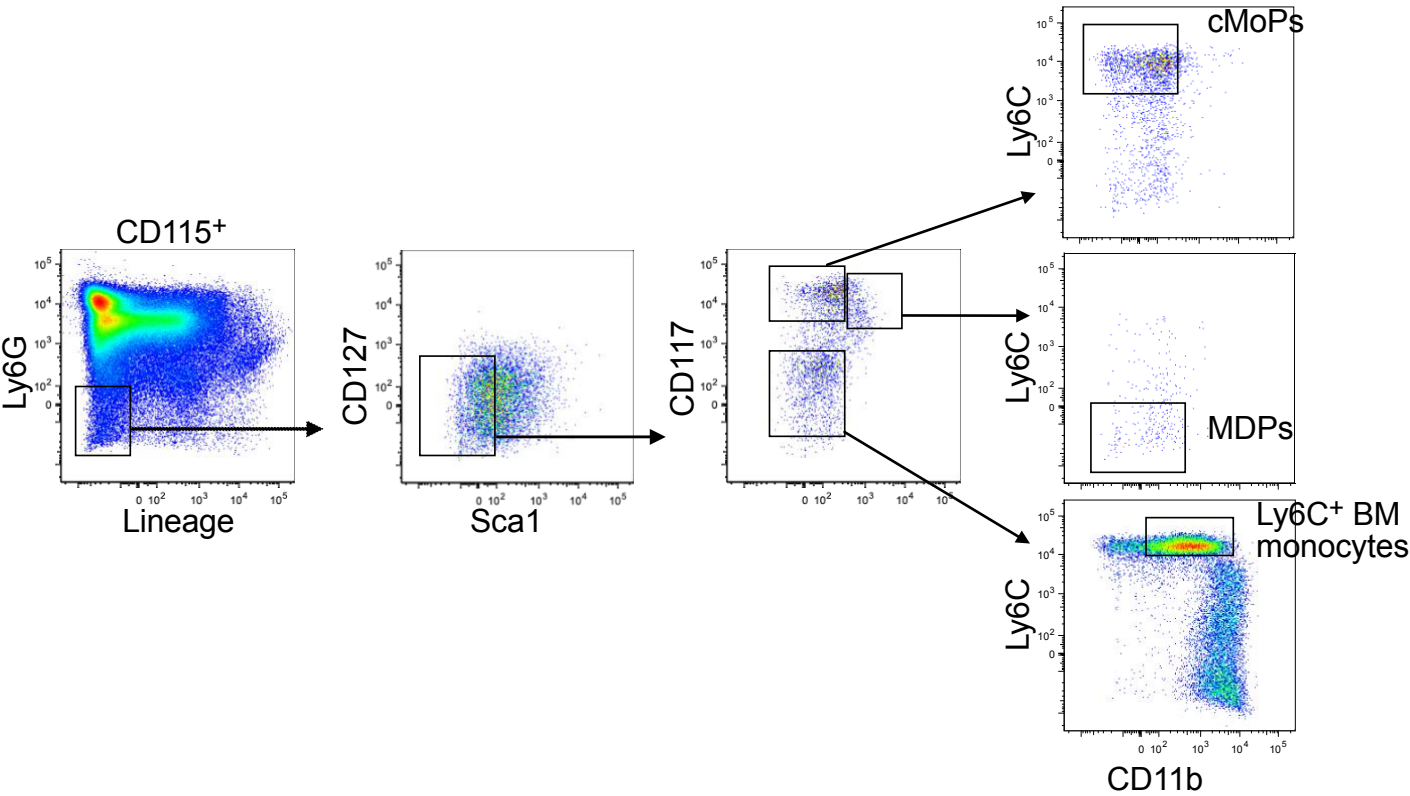

Supplementary Figure S4

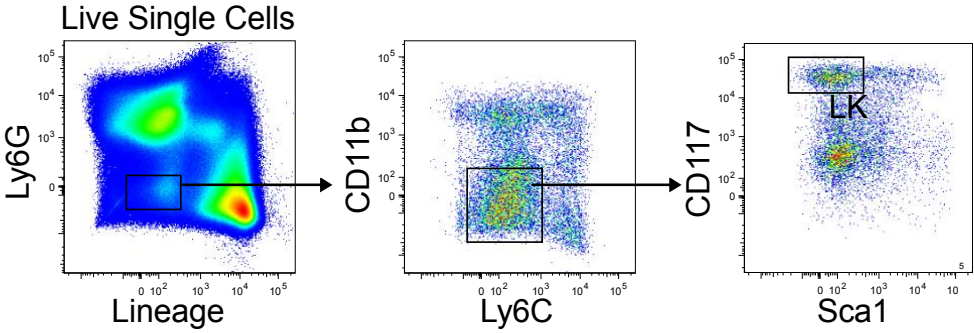

Supplementary Figure S5

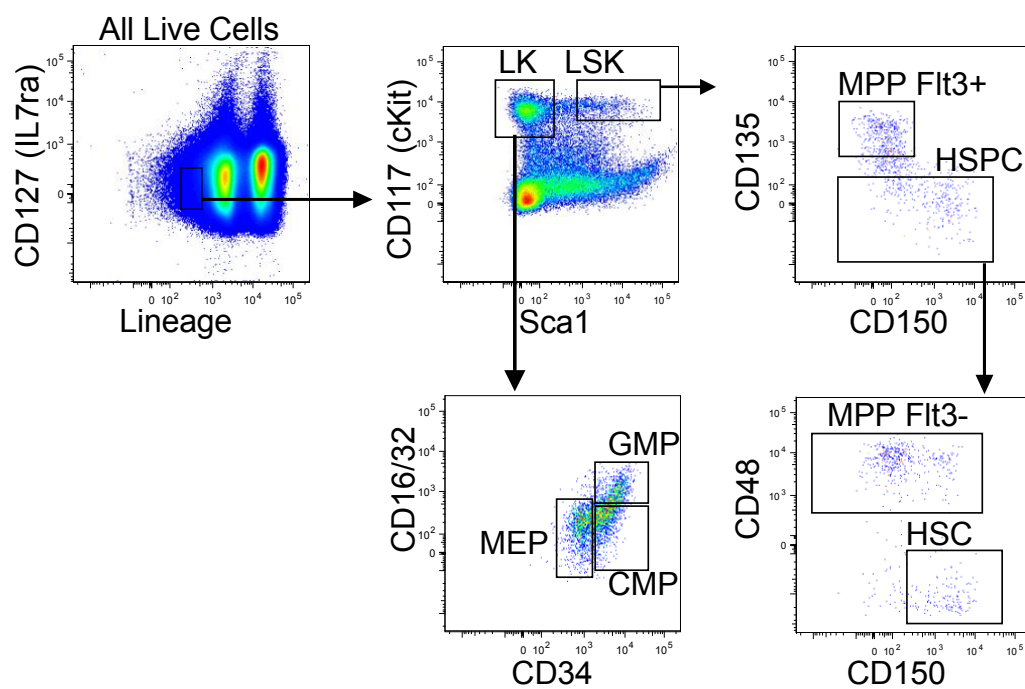

Supplementary Figure S6

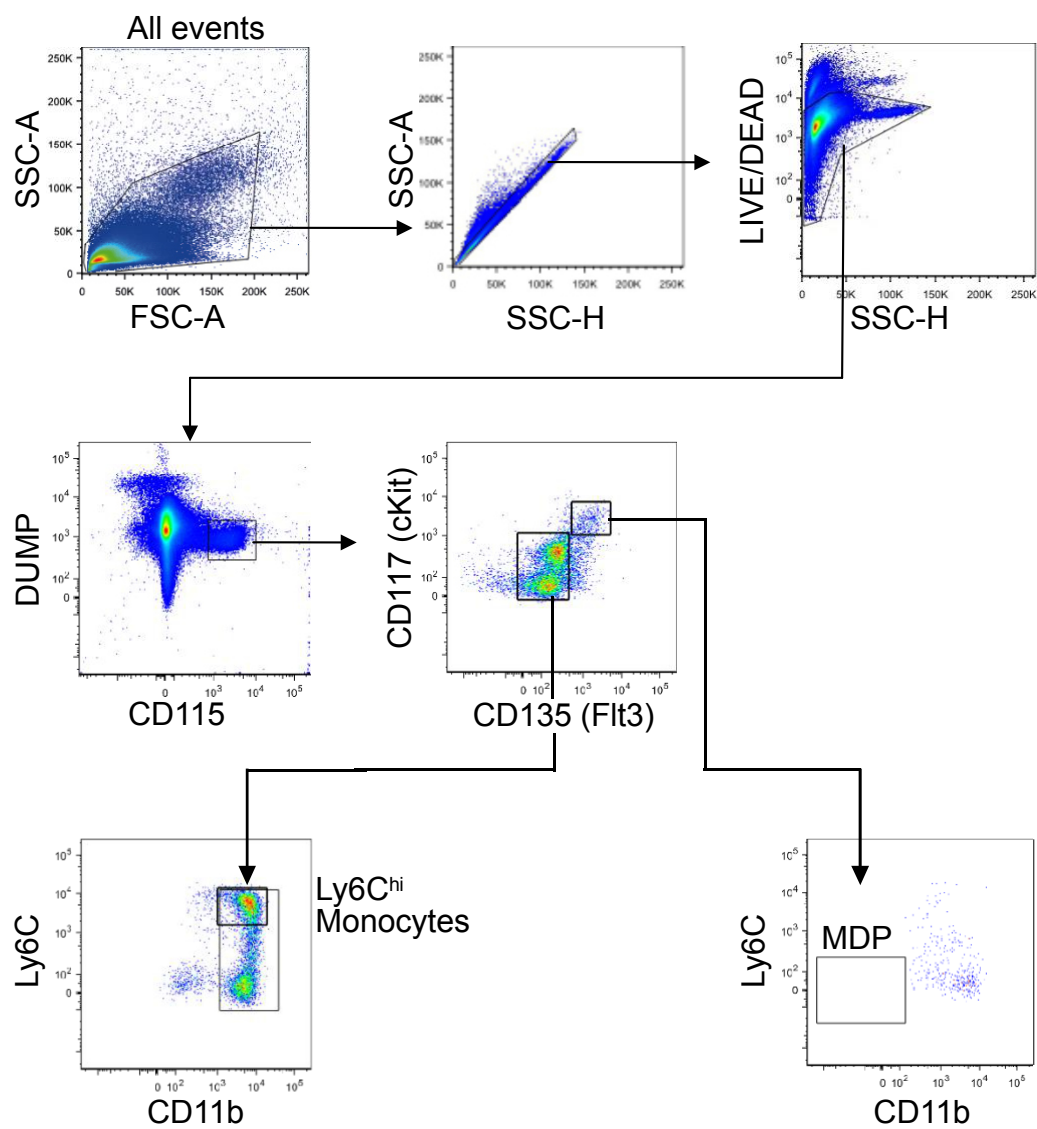

Supplementary Figure S7

A

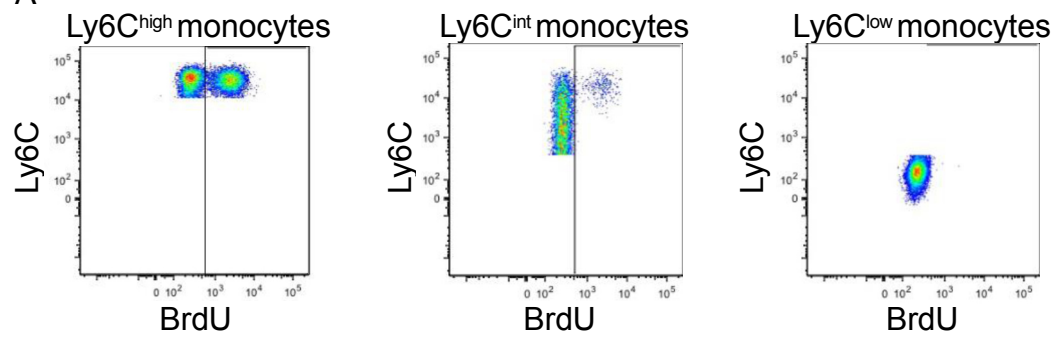

B All CD115⁺ monocytes

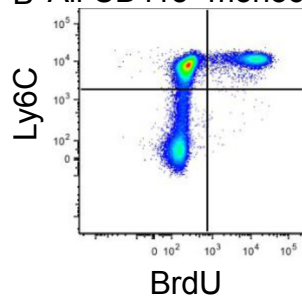

C Ly6C^{high} monocytes

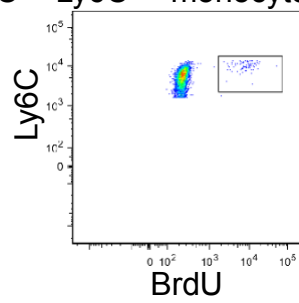

Supplementary Figure S8

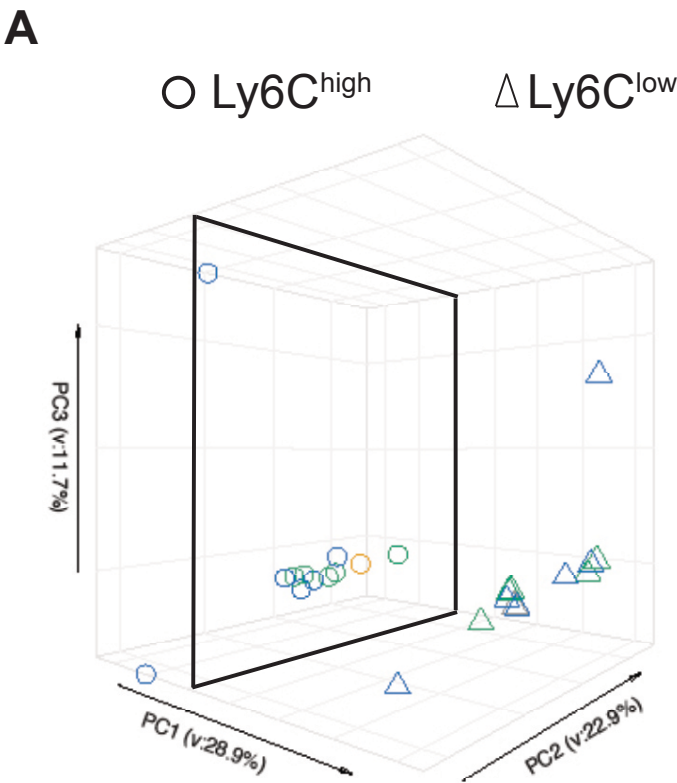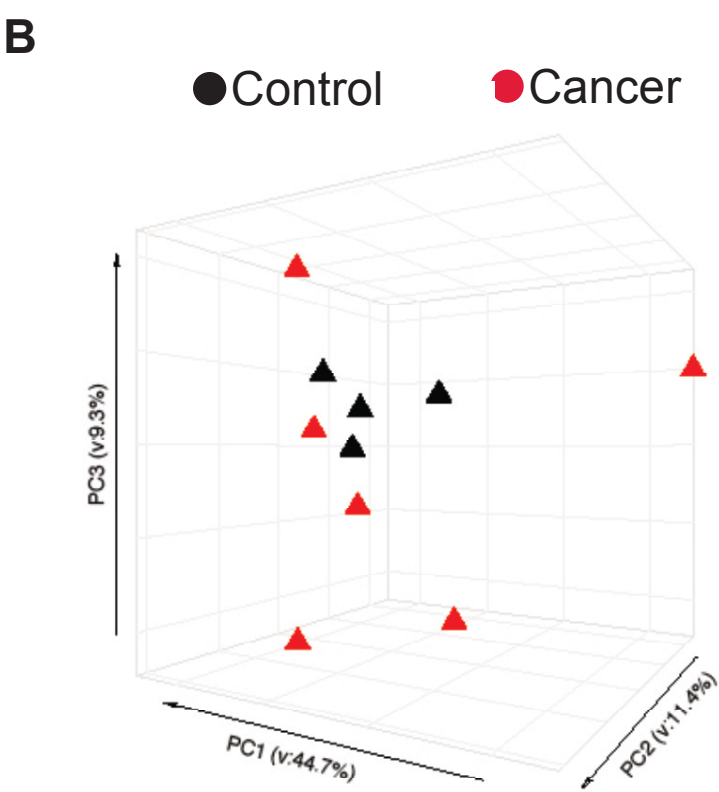

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

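The data were read counts from 382 single monocytes, 190 of them from control mice and the rest from tumor-bearing PyMT mice, sorted from blood as cells without lineage markers and positive for CD11b and CD115. According to the paper's methods and the labels, the authors sorted cells into 96-well plates, made libraries with Smart-seq2, pooled them in equal parts and sequenced them on 1 lane of a HiSeq2500. The deposited values are raw read counts per gene and cell, which the authors made by aligning reads to mm10 with BWA, keeping uniquely aligned reads and counting them per gene with HTSeq. The versions of BWA, HTSeq and CASAVA are not given. The methods also name a normalization with RSEM, which these whole numbers do not show. The methods name Seurat for the clustering and give no settings. The bulk sequencing, the flow cytometry and the other single-cell set of the paper were not analysed here.

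The table held 30811 genes, no mitochondrial genes and no spike-in sequences. Names that start with Ercc, meant to remove spike-ins, belonged to 9 genes of DNA repair with 0.0101% of the counts, and these were left out. Rn45s took 9.09% of all counts and was kept. GENCODE symbols matched 23162 genes with 88.9% of the counts. Cells were kept with at least 500 genes, at least 10000 counts and at most 25% of counts on mitochondrial genes, a limit that removed no cell. The 363 kept cells held 10071 to 2770869 counts. A share of 0 has the upper limit of its exact interval. For thinning, each cell was drawn down at random (seed 7) to 13261 reads, the 5th percentile of the kept cells, and cells with fewer were left out.

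Clustering used 12642 genes read in at least 3 kept cells, with Seurat 5.3.0 in R 4.3.3: log-normalization to 10000 counts, 2000 variable genes, 10 principal components, 20 neighbours and a Louvain resolution of 0.5. Clusters of at least 10 cells were named from fixed lists of classical and non-classical markers, where the mean log2 fold of one list against the other cells (pseudocount 10 CPM) lay 1.0 above that of the other and at least 3 of its markers were detected. The names end in -like because they rest on transcripts alone. In simulated cells with 2 profiles, all 363 cells were placed in the cluster of their profile, and with 20 cells of a middle profile in place of as many others, 20 of 20 formed a cluster of their own and 343 of 343 others were placed right. The middle profile was the exact mean of the 2 fixed profiles, with noise drawn for each gene alone and no gradient between them. The simulation therefore does not show that real cells in transition would be set apart.

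The cells of a condition were taken as 1 sample, because no label names the animal or the plate, and no test between conditions was run. Levels were compared within each population as log2 of CPM plus 1, cancer over control, from summed counts and from the mean over cells, for 6863 genes in classical-like and 7125 in non-classical-like cells with at least 20 CPM in 1 condition. A list is given as its median with an exact interval over genes and its percentile among 10000 random lists drawn from 20 bins of expression. Both treat the genes of a list as independent and do not cover variation between cells or animals. Lists with fewer than 3 measured genes have no median. On simulated cells without a true difference for most genes, a list raised by 1.00 gave a median of 1.39 from summed counts and 0.91 with cells weighted equally, a list lowered by 1.00 gave −0.68 and −1.00, and an unchanged list gave 0.24 and −0.03, where the medians of all genes were 0.27 and 0.01. Without the 1 very deep cell of the simulation the summed counts gave 0.96, −1.02 and −0.05, and 0.02 for all genes, so both weightings are given. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

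The lists covered type I interferon, interferon gamma, MHC class I, MHC class II, JAK-STAT, immediate-early, cell cycle, cholesterol, glycolysis and hypoxia, granule and alarmin, ribosomal, chemokine and receptor, lipid and scavenger, and sex-linked genes. Others held markers of classical, non-classical and intermediate monocytes with MHC class II, SatM monocytes, neutrophils, dendritic cells, B cells, T cells, NK cells, platelets, erythroid cells, basophils and mast cells, epithelial cells, macrophages, progenitors and myeloid-derived suppressor cells. The genes the paper names in its text and Figure 5A and the bulk lists of its Table S1 were also used, and those values of the paper had been seen. Named genes were the 4 markers of Figure 4A, the 10 highest and 10 lowest ratios among genes read in at least 20% of the cells with the same sign in cells numbered 1 to 96, in those numbered above 96 and in the mean of log values, the paper's named genes, up to 4 examples per list, and markers of other cell types seen in over 5% of cells. Lists, settings, this rule and 23 alternatives were fixed before the data were examined, and 6 alternatives were added afterwards, as were the MHC class II medians without the highest cells. The alternatives varied resolution, components, variable genes, genes used for clustering, cell filters, clustering method, gating, cells by number (those cells clustered alone, as are the ratios and medians given for them unless stated), weighting, pseudocount, level filter and scaling, the latter with TMM (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0).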

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

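The tests for B cells alone and for reads above the fixed number and the repeats without the highest cells were chosen after the result was seen.

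Genes of MHC class II and interferon gamma genes, which the paper discusses for sorted monocytes in bulk but does not report for its single cells, stood out because their medians in cells from tumor-bearing mice lay above the level in control cells and above the range of random lists. MHC class II genes had median log2 ratios of 1.92 in classical-like and 1.59 in non-classical-like cells. Markers of intermediate monocytes with MHC class II had a median of 2.73 (0.40–6.34, 7 of 7 higher) in classical-like cells and of 1.80 (5 of 5 higher) in non-classical-like cells, and with cells weighted equally these were 1.63 and 3.04. Cd209a in this list had a ratio of 6.34 in classical-like cells, from 304.0 against 2.78 CPM. Interferon gamma genes had a median of 1.05 in non-classical-like cells. Without the 3 cells of each condition with the most MHC class II counts, the median of the list was 0.15 in classical-like cells, where these few cells carried most of the difference, and 3.12 in non-classical-like cells. The latter rise is no check, because the 3 cells held 66.0% of the control counts of the list. Without the 3 highest cells of tumor-bearing mice alone the medians were 0.31 and 0.66.

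At least 3 of H2-Aa, H2-Ab1, H2-Eb1 and Cd74 were read in 13.3% of cells from tumor-bearing mice and 6.59% of control cells. The values argue against B cells, which the sort for cells without CD19 also removes, since 0.0% (0.0–9.74) of the 36 cells had reads of at least 2 B cell markers and none had reads of Cd79a. Ms4a1 was read in none of the other cells either, so its absence tells nothing. Cd79b was read in 11.1% of the 36 cells and 9.48% of the others, at means of 41.1 and 23.0 CPM. Dendritic cells, which no gate of the sort removes outright, cannot be told apart from monocytes here: 19.4% (8.19–36.0) of the 36 cells had at least 2 B cell or dendritic cell markers, all by dendritic cell markers, and this interval spans the limit of 25% set for the test, while Flt3 was read in 13.9% of these cells and 12.8% of the others, Xcr1, Zbtb46 and Siglech in none of the 36, and Csf1r averaged 1977.3 CPM against 2011.1. Flt3 averaged 56.1 CPM in these cells against 19.2 in the others, and Cd209a 310.7 against 40.6. Cd209a was read in only 3 of the 36 cells (8.33%) and in 2.45% of the others, so its mean rests on 3 cells. Depth is argued against as the whole cause, since 95.7% (78.1–99.9) of the cells from tumor-bearing mice with these genes kept them at a fixed number of reads, where 49.8% would bring their share to that of control cells, but the shares at that depth, 13.1% (8.39–19.2) and 6.82% (3.57–11.6), have intervals that overlap, so counting error stays open. A response of monocytes to the tumor may also account for the difference, but it was not tested, since the animals are not named, each condition is 1 sample and the condition labels could not be checked.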

How the results depend on the processing

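The settings with 10 neighbours, with a resolution of 1.2, without the very deep cells, without Rn45s, with the Ercc genes, and thinned with equal weights were chosen after seeing the data.

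Of 538 values of the main results under these and the 23 alternatives set beforehand, 501 stayed within the interval of the value reported, 37 moved beyond it and 0 reversed, where a reversal is counted only if that interval leaves out 0. The intervals are over counts for shares and over genes for list medians, and the number of clusters was judged by a fixed fold. Only the list medians could reverse, since the intervals of the differences hold 0. The difference of the interferon medians kept its sign in 23 of 27 settings and that of the classical-like shares in 18 of 19. For the other lists 1013 of 1095 stayed, 75 moved and 7 reversed, and for named genes 1534 of 2241 stayed, 696 moved and 11 reversed. Part of the values that stayed could not have moved, because some alternatives placed all 363 cells in the same classes. These were resolutions of 0.3 and 0.8, 5 components, clustering without Ly6c2, Ccr2, Treml4 and Nr4a1, and a minimum of 1000 genes per cell. The type I interferon median ran from 0.03 to 0.91 in classical-like and from 0.04 to 0.65 in non-classical-like cells, the bulk down- and up-regulated lists' medians from 0.03 to 0.80 and from −0.86 to −0.13 in classical-like and from 0.07 to 0.29 and from −0.40 to −0.05 in non-classical-like cells, and the MHC class II medians from 0.16 to 2.26 and from 0.41 to 3.16, each with 1 sign throughout. These ranges leave out the repeats without the highest cells. Without the 5 highest cells of each condition, the classical-like MHC class II median was 0.19, but −0.22 with cells weighted equally. The classical-like share differed between conditions by −0.859 (10 neighbours) to 11.2 percentage points. Scaling matters for classical-like cells, since TMM moves the median of all their genes by −0.29 and the median of ratios by −0.33. Other limits are 1 sample per condition, the 4 very deep control cells and a depth at which a gene without a read may still be expressed: thinning to 13261 reads took Treml4 in classical-like cells to 23.2%.

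With counts and genes per cell regressed out, where 312 of 363 cells kept their class, Ly6c2 was read in 90.5% of classical-like control cells and 90.4% of those from tumor-bearing mice and in 26.1% and 24.5% of non-classical-like cells, Ccr2 in 92.1% of classical-like and 30.3% of non-classical-like control cells, and Treml4 in 87.4% and 87.8% of non-classical-like cells. The interferon medians were then 0.91 and 0.04, their difference over the genes measured in both populations 0.72 in place of −0.23 (its sign also turned in cells numbered 1 to 96, 0.08, above 96, 0.23, and for mean log values, 0.06), and the bulk down-regulated median 0.80, while non-classical markers in classical-like cells (0.88), H2-Ab1 in classical-like cells (−0.71) and Stat2 (−0.21) and Ly6c2 (−0.13) in non-classical-like cells reversed. Cells numbered 1 to 96 gave Ly6c2 in 100.0% of classical-like cells in both conditions, Ccr2 in 100.0% of classical-like control cells and Nr4a1 in 43.9% of those from tumor-bearing mice, and reversed ribosomal genes (−0.06), non-classical markers (0.04) and Jak2 (1.28) in classical-like cells and Ldlr (−0.67) in non-classical-like cells. Cells numbered above 96 gave Nr4a1 in 70.8% of classical-like and 100.0% of non-classical-like cells from tumor-bearing mice and reversed Cd74 in classical-like cells (−0.33). Ward clustering into 3 groups gave a lowest share of 0.0%, by a group of 1 cell, and Ly6c2 in 93.4% of classical-like cells from tumor-bearing mice. Ccr2 was read in 100.0% of classical-like control cells without the interferon and bulk genes, with 10 neighbours and at a resolution of 1.2. With 10 neighbours the minor share differed by 3.87 percentage points and the lowest share was 11.1%, and the resolution of 1.2 gave 4 clusters and 28.8%.

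In classical-like cells the bulk down-regulated median was 0.03 for mean log values, 0.06 at 100 CPM or more, 0.08 with TMM and 0.04 with the median of ratios, and the median log2 ratio of the bulk up-regulated list in classical-like cells was −0.13 for mean log values, −0.82 with TMM and −0.86 with the median of ratios. The difference of the interferon medians was −0.49 and −0.50 under these scalings, and the non-classical-like interferon median was 0.11 for mean log values, a smaller scale. Ribosomal genes in classical-like cells reversed with thinning and equal weights (−0.01) and without the very deep cells (0.00). Their reversal with TMM (−0.04) and the median of ratios (−0.08), and that of Irf1 with the latter (−0.04), is the shift of all genes and not of the list or gene. Jak2 in classical-like cells reversed with equal weights (0.04), for mean log values (0.04) and without the very deep cells (0.05), which also reversed Socs6 (−0.36). Apart from the scalings, the cause was not tested.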

Differences from the paper's values

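The settings with 10 neighbours and with a resolution of 1.2 were chosen only after the values were seen.

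The number of populations found here is lower than the paper's. The paper states 2 major populations and 1 minor one, which is 3, and 2 clusters were found here. The alternatives set before the data were examined gave 2 clusters with every Louvain setting, and Ward clustering, which was told to make 3 groups, set apart a single control cell with 386725 counts. With 10 neighbours, chosen after seeing the values, another group of 9 cells appeared, 8 of them from tumor-bearing mice, and a resolution of 1.2, also chosen after seeing the values, gave 4 clusters. The paper names Seurat without its settings. Values that go with the paper's statements are the separation of the populations by Ly6c2, Ccr2, Treml4 and Nr4a1, and the lowest share of a condition in a cluster, 49.0% at the main setting, where the paper reports no new population in cancer. The 16.3% of cells with reads of both Ly6c2 and Treml4 are not the same measure as the paper's minor population. They formed no cluster of their own, and cannot be told apart from a mixture of the 2 populations. The groups at 10 neighbours and at a resolution of 1.2 were less even between conditions.

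For sorted Ly6Chigh blood monocytes, a separate bulk experiment not analysed here, the paper states lower levels of Stat1, Stat2, Jak2, Jak3, Cxcl10, Fosb, Jun and several Socs genes and of genes for MHC proteins in tumor-bearing mice. In the paper's own list of changed genes, however, Jak3 is higher in cancer, at 0.64. Socs3, H2-Aa, H2-Eb1, H2-Q5 and H2-Q7 were not found by name in that list, so for them only its text and Figure 5A give a direction. Of the 10 genes its text names, 5 were measured in classical-like single cells, with 4 higher and 1 lower in cells from tumor-bearing mice. Stat1 had a log2 ratio of 0.60, Stat2 0.35, Socs3 0.12, which was −0.46 with cells weighted equally, Socs6 0.97, which was −0.36 without the very deep cells, and Jak2 −0.55, which was 0.05 without them. Of the 7 MHC genes shown in Figure 5A, 4 were measured, with 3 higher and 1 lower. H2-Eb1 was at 5.63, H2-Aa at 2.77, H2-Q7 at 0.33 and H2-Q5 at −2.16, and with cells weighted equally these were 3.99, 1.78, −0.87 and −0.78, so 2 were then higher. H2-Aa was read in 12.8% of cells from tumor-bearing mice and 10.8% of control cells, and H2-Q5 was at −0.31 without the very deep cells. The others were read in fewer cells from tumor-bearing mice: H2-Eb1 in 8.14% against 9.64%, H2-Q7 in 15.1% against 27.7% and H2-Q5 in 4.65% against 13.3%. For bulk Ly6Clow monocytes the paper reports very little change, by a count of genes that pass a test. In non-classical-like single cells, where no test was run, 28 of 33 type I interferon genes were higher. Their median was 0.58, and 0.04 to 0.65 over the alternatives.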

Other observations

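The tests for a whole cell of each population, for depth as the whole cause, for a mixture of the populations, for reads carried over, for the very deep cells and for exchanged labels were chosen only after the result was seen.

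Beyond the gene groups described with the paper's results, genes of lipid handling and scavenging had medians above 0 in both populations, with intervals that hold 0, and markers of the classical and non-classical populations had medians whose sign depended on the setting. Lipid and scavenger genes had a median log2 ratio of 0.51 (−0.74 to 1.58, 5 of 9 higher) in classical-like and 0.29 (−1.18 to 1.42, 6 of 10 higher) in non-classical-like cells, and 0.64 and 0.38 with cells weighted equally. The value of 0.29 lies inside the range of random lists, −0.40 to 0.35, and was −0.09 for genes of at least 100 CPM. Apoe, the apolipoprotein E gene, had ratios of 0.51 and 0.52, from 1895.9 to 2696.9 CPM in classical-like cells. Classical markers were at −0.10 (−1.09 to 0.44) in classical-like cells and at 1.98 (−0.83 to 4.25, 6 of 7 higher) in non-classical-like cells, but at −0.53 in cells numbered above 96 and −0.50 without the very deep cells. Ly6c2 had a ratio of 2.58 in non-classical-like cells that was −0.13 after regression on counts and genes per cell. Non-classical markers were at −1.12 (−1.43 to −0.05, 2 of 12 higher) in classical-like cells, −0.47 with equal weights but 0.04 in cells numbered 1 to 96 and 0.88 after the regression, and at −0.25 (−0.47 to 0.02) in non-classical-like cells. Chemokine and receptor genes had medians of −0.15 (2 of 8 higher) and −0.32 (2 of 7 higher), and 0.10 and −0.01 with equal weights. Ribosomal protein genes had medians of 0.25 (0.03–0.28, 21 of 24 higher) in classical-like cells, about the size of the shift of −0.29 of all genes between total-count and TMM scaling, and −0.03 in non-classical-like cells. Cell cycle genes were scarce, with 3 and 4 of 28 measured and medians of 2.20 and 0.76, and 0.26 and 0.56 with equal weights.

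Markers of other cells inside these populations gave few measured genes. In classical-like cells dendritic cell markers had a median of 0.90 (3 of 5 higher, 0.26 with equal weights) that was −0.40 in cells numbered 1 to 96, platelet markers −0.48 (0 of 4 higher, −0.86), which was 0.31 in cells numbered above 96, and suppressor cell markers −0.98 (2 of 6 higher, −0.73), and in non-classical-like cells suppressor cell markers had −0.66 (2 of 5 higher, −0.02). Erythroid markers rested on single cells. They had a median of 0.23 from summed counts and −1.56 with equal weights in classical-like cells, where 1 cell held 96.5% of the counts in tumor-bearing mice, and −8.00 and −8.71 in non-classical-like cells, from 2 counts against 5222, of which 1 control cell held 89.7%, with a median of −2.89 without that cell. Neutrophil, B cell, progenitor and SatM markers had 1 measured gene in each population and macrophage markers 2 and 1, and T cell, NK cell, basophil and mast cell, epithelial and sex-linked genes had 0, so no median was taken. Genes of the paper's Figure 5A had medians of 0.33 (−0.52 to 1.14, 17 of 29 higher) and 0.06 (−0.37 to 0.49, 13 of 23 higher), and 0.46 and 0.31 with equal weights. Those named in its text had medians of 0.35 (4 of 5 higher), which was −0.06 without the very deep cells, and 0.33 (−2.28 to 1.42, 4 of 7 higher), and 0.27 and 0.53 with equal weights.

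The lists of genes that the paper's bulk comparison of Ly6Chigh blood monocytes calls down- and up-regulated in cancer ran the opposite way in the single cells. The table holds 378 of the paper's 393 down-regulated and 210 of its 218 up-regulated genes. In classical-like cells 203 of 320 measured genes of the down-regulated list were higher, with a median of 0.37 (0.22–0.54) and 0.23 (0.17–0.31) with equal weights, and the up-regulated list had 49 genes higher and a median of −0.53 (−0.69 to −0.27) and −0.33 (−0.43 to −0.26) with equal weights. The median of the down-regulated list was 0.08 with TMM and 0.04 with median-of-ratios scaling, which shift all genes of these cells by −0.29 and −0.33, and 0.03 for mean log values. Non-classical-like cells had medians of 0.25 (0.15–0.34) and −0.20 (−0.33 to −0.10) for the same Ly6Chigh lists, while the paper reports very little change in bulk Ly6Clow monocytes. Lpl had a ratio of 3.75 against the paper's bulk value of −1.70, Ifi205, an interferon-induced gene, 2.58 against the paper's −1.28, and Phf11d 2.74 against the paper's −1.13. Vcan, which encodes versican, had −1.44 against the paper's 1.21, Pbx1, a homeobox factor, −2.01 against the paper's 1.07, and Gcnt2 −3.19 against the paper's 1.36. These are from the 5 genes per list with the largest bulk change among those read in at least 20% of the cells of a condition, and were chosen after the values were seen. Of the others, Ccr1 had −0.07 and Gm5431 0.03, also against the bulk sign but close to 0. Of 475 genes of both lists, 34.9% (30.7–39.4) went the way of the bulk comparison, and 28.4% (24.4–32.7) with equal weights.

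Tests on the down-regulated list in classical-like cells argue against 3 explanations as the whole cause, since its median stayed above 0 without the very deep cells, at 0.25 (0.19–0.32), with each cell thinned to the same depth and weighted equally, at 0.26 (0.20–0.35), and without interferon, MHC and JAK-STAT genes, at 0.36 (0.21–0.54). Condition labels exchanged between the sets of cells cannot be told apart from a true difference, because nothing in the counts marks the condition of a cell and an exchange would give list medians of the opposite sign, as would a difference between these animals and those of the bulk comparison. Of 20 measured genes over 2-fold in the paper's bulk comparison, 30.0% (11.9–54.3) went the bulk way among cells numbered above 96, which hold the 4 very deep cells, and 10.0% (1.23–31.7) among those numbered 1 to 96, with 15.0% (3.21–37.9) in each set with equal weights and 37.5% (33.1–42.0) and 30.7% (26.6–35.1) for all genes of the lists. Only the first of these has an upper limit above the 50% set for the test. The upper limits of the others lie under it, as exchanged labels or a difference between the animals would give. The paper's other measures, bulk sequencing of blood and bone marrow monocytes and of monocytes from FVB mice, state lower interferon signaling in tumor-bearing mice, which does not settle the labels, because those are other animals. Differences between animals or sorts, and a tumor effect seen in one set of animals and not in the other, stay open and untested.

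Cells with reads of both Ly6c2 and Treml4 were weighed as a candidate for cells in transition. The values argue against 2 cells in a well, since their median number of genes at a fixed number of reads was 2334.0 (2224.0–2432.0), not above 2432.0 in the cells with one of the genes, and F13a1 and Cd300e were read together in 1.69% (0.0429–9.09) of them, where a whole cell of each population would give 82.2%. Reads carried over between wells are also argued against, since Cd300e in classical-like cells was at 0.0408% of its non-classical-like level and Treml4 at 10.4%. Deeper sequencing may account for a part, with medians of 53770.0 counts (43906–63627) in classical-like cells with both genes and 44469.0 (37544–50756) in those with Ly6c2 alone, but not for the whole, since 82.5% (70.1–91.3) of the cells with both genes kept both at a fixed number of reads. Cells between the populations may account for them too, as their median of 6 other non-classical markers at that depth lay between 4 and 12, but this cannot be told apart from a mixture of the 2 populations, since classical-like cells alone had 6 (5–6) with both genes and 4 (4–5) with Ly6c2 only.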
